# Over-Expression of *OsHOX24* Confers Enhanced Susceptibility to Abiotic Stresses in Transgenic Rice via Modulating Stress-Responsive Gene Expression

**DOI:** 10.3389/fpls.2017.00628

**Published:** 2017-04-21

**Authors:** Annapurna Bhattacharjee, Raghvendra Sharma, Mukesh Jain

**Keywords:** abiotic stress, homeobox, microarray, over-expression, regulation, rice, transcription factor, transgenics

## Abstract

Homeobox transcription factors play critical roles in plant development and abiotic stress responses. In the present study, we raised rice transgenics over-expressing stress-responsive *OsHOX24* gene (rice homeodomain-leucine zipper I sub-family member) and analyzed their response to various abiotic stresses at different stages of development. At the seed germination stage, rice transgenics over-expressing *OsHOX24* exhibited enhanced sensitivity to abiotic stress conditions and abscisic acid as compared to wild-type (WT). *OsHOX24* over-expression rice seedlings showed reduced root and shoot growth under salinity and desiccation stress (DS) conditions. Various physiological and phenotypic assays confirmed higher susceptibility of rice transgenics toward abiotic stresses as compared to WT at mature and reproductive stages of rice development too. Global gene expression profiling revealed differential regulation of several genes in the transgenic plants under control and DS conditions. Many of these differentially expressed genes were found to be involved in transcriptional regulatory activities, besides carbohydrate, nucleic acid and lipid metabolic processes and response to abiotic stress and hormones. Taken together, our findings highlighted the role of OsHOX24 in regulation of abiotic stress responses via modulating the expression of stress-responsive genes in rice.

## Introduction

Extreme environmental perturbations, such as drought, cold, high salinity and temperature influence the growth, survival and productivity of plants. The economically important cereal crops like rice are severely affected due to the adverse environmental onslaughts leading to heavy losses in yield. During abiotic stress conditions, the transcript levels of various stress-responsive genes are altered in plants. Several transcription factors (TFs) are known to be prominently involved in abiotic stress responses. They are major components of transcriptional regulatory networks called regulons as they modulate the expression of several downstream target genes during abiotic stresses in plants (Nakashima et al., 2009; Urano et al., 2010; Todaka et al., 2015). TFs have been used as potent tools to engineer abiotic stress tolerance in plants (Golldack et al., 2011; Wang et al., 2016). Over-expression of several abiotic stress-responsive TFs, like DREBs, AREBs and NACs led to the generation of stress-tolerant transgenic plants without loss in crop yield (Nakashima et al., 2009; Todaka et al., 2015). However, function of most of the TFs still remains unexplored in context of abiotic stress tolerance.

Homeobox TFs are known to play an integral role in crucial developmental processes in plants and have been found to be differentially expressed under abiotic stress conditions in various crop species. Some of them have been characterized via transgenic/mutant analysis in model plants (Deng et al., 2002; Olsson et al., 2004; Jain et al., 2008; Yu et al., 2008, 2013; Mukherjee et al., 2009; Zhao et al., 2011; Zhang et al., 2012; Chew et al., 2013; Bhattacharjee et al., 2015, 2016). These evidences indicate that homeobox TFs can act as mediators of plant growth response under different abiotic stress conditions. Thus, homeobox TFs have been speculated to act as promising candidates for crop improvement (Zhang et al., 2012; Bhattacharjee and Jain, 2013; Chew et al., 2013; Yu et al., 2013). However, only few studies have explored the role of rice homeobox TFs in abiotic stress responses so far (Luo et al., 2005; Zhang et al., 2012) and functional characterization of most members of rice homeodomain-leucine zipper I (HD-ZIP I) subfamily remains to be carried out as of now. Interestingly, interaction of homeobox TFs with members belonging to same family and other proteins have also been reported (Meijer et al., 2000; Johannesson et al., 2001; Deng et al., 2002; Tran et al., 2007; Bhattacharjee et al., 2016). Further, DNA binding properties of homeobox TFs have also been explored to some extent (Sessa et al., 1997; Palena et al., 1999; Meijer et al., 2000). In addition, some studies have reported the identification of few downstream target genes of homeobox TFs (Deng et al., 2006; Manavella et al., 2006; Ariel et al., 2010). However, the exact regulatory role of homeobox TFs in abiotic stress responses has not been deciphered till now.

In our previous study, we showed differential regulation of *OsHOX24* under abiotic stress conditions in rice and also demonstrated that its over-expression imparts higher sensitivity to abiotic stresses in transgenic Arabidopsis (Bhattacharjee et al., 2016). Here, we further characterized the function of *OsHOX24* by raising over-expression transgenic rice plants. We assessed the rice transgenics under various abiotic stress conditions at different developmental stages. In addition, global transcript profiling enabled us to recognize diverse downstream target genes of OsHOX24. Our investigation demonstrated the role of *OsHOX24* in abiotic stress responses via controlling stress-responsive gene expression.

## Materials and Methods

### Generation of Rice Transgenics

To over-express *OsHOX24* in rice, PCR amplified complete open reading frame (ORF) [using gene specific primers (Supplementary Table S1)], was cloned in modified pCAMBIA1301 vector in *Bam*HI/*Kpn*I restriction sites. The confirmed clone was transformed in *Agrobacterium* strain LBA4404. Rice seeds [*Oryza sativa* cultivar Pusa Basmati 1 (PB1)] were used as background for generation of transgenic plants. The transformation of embryogenic calli derived from the scutellum of dehusked mature rice seeds was done as described previously (Sharma et al., 2013). Rice transformants were confirmed by Southern blotting. Seeds obtained from T1 generation plants were screened on Murashige–Skoog (MS) media supplemented with hygromycin (40 mg/L). Further, segregation ratio of each confirmed transgenic line was estimated and transgenics were grown till homozygous stage to obtain seeds for future analyses.

### Phenotypic Assays

To study the effect of transgene in over-expression rice transgenics, phenotypic characterization of wild-type (WT) and rice transgenics over-expressing *OsHOX24* was carried out. Three-week-old rice seedlings grown in the culture room, were transferred to pots and grown till maturity with optimum supply of water. Growth of plants was monitored and several phenotypic parameters, like shoot length, flag-leaf area, number of panicles and tillers per plant were documented in three independent biological replicates, consisting of at least 13–15 plants per line.

### Seed Germination and Stomatal Opening/Closure Assays

To assess the performance of rice transgenics under abiotic stress conditions, seed germination assays were carried out. Seeds from transgenic and WT plants were plated on MS medium without or with ABA (5 and 10 μM), 200 mM NaCl, 200 mM mannitol and -0.4 MPa PEG 6000. Seed germination was recorded after 3 days of transferring the plated seeds to culture room except for PEG 6000 treatment (germination was recorded after 7 days). The number of germinated seeds (considering radicle emergence as seed germination parameter) was expressed as percentage of total number of seeds plated, as described earlier (Dansana et al., 2014). Each experiment was repeated at least three times.

For stomatal opening/closure assays, 7-day-old rice seedlings were kept in Yoshida medium (experimental control) and subjected to exogenous ABA treatment (100 μM) for 3 h. After incubation, leaf sections were visualized under scanning electron microscope (Zeiss EVO LS10, Germany) and stomatal status (opened/partially opened/closed) were analyzed for each sample. The experiment was repeated at least three times.

### Evaluation of Plants under Abiotic Stress Conditions

For evaluating the effect of salinity and desiccation stresses (DSs) on seedlings, WT and *OsHOX24* rice transgenics (H1, H49 and H74) were grown on MS medium supplemented without or with NaCl (200 mM) and PEG 6000 (20%) in the culture room for 12 days. The root and shoot lengths of seedlings grown under control and stress conditions were measured. The relative average root and shoot lengths under salinity and DS conditions were expressed as percentage of root and shoot lengths of the seedlings under control condition. The experiments were performed in at least three independent biological replicates.

To assess the effect of DS, rice transgenics and WT plants, grown in greenhouse for 2 months till mature vegetative stage (6 weeks) and reproductive stage (15 weeks) were subjected to DS by withholding water for 5 weeks, followed by 2 weeks of recovery. WT and transgenic plants of same age served as experimental controls. Plant growth was monitored at all stages and phenotype of plants under control and DS followed by recovery phase was documented. To determine the effect of DS, chlorophyll content in transgenic and WT leaves under desiccation and control conditions at mature and reproductive stages after recovery phase, was estimated using a Chlorophyll Meter (SPAD-502, Japan). To assess the effect of DS, number of turgid leaves was counted and survival percentage of plants was calculated after recovery. In addition, rate of water loss in transgenic and WT leaves at mature and reproductive stages were estimated as described (Dansana et al., 2014). The experiments were performed in at least two independent biological replicates.

### Leaf Disk Assays

To determine the effect of DS on rice transgenics and WT, leaf disk assays were carried out. Healthy and fully expanded leaves from 2-month-old WT and rice transgenics were detached and 4–5 leaf disks were floated in sterile water (experimental control) or 20% PEG 6000 solution and samples were incubated under culture room conditions for 3 days. The effect of DS was assessed by monitoring phenotypic changes and measuring chlorophyll content of leaves relative to control samples. Chlorophyll was extracted from leaf samples and the amount of chlorophyll a, chlorophyll b and total chlorophyll was calculated as described previously (Sharma et al., 2013).

### Statistical Analysis

All the experiments were performed in at least two or three independent biological replicates and standard error (SE) was computed. For estimation of statistical significance, Student’s *t-*test was performed. Statistically significant differences between WT and transgenics or between control and stress conditions (^∗^*P* ≤ 0.05 and ^∗∗^*P* ≤ 0.01) were denoted by asterisks.

### Microarray Analysis of Rice Transgenics

Total RNA isolated from 3-week-old transgenic and WT seedlings subjected to 3 h of control and DS treatment were used for microarray analysis and quality control of samples was carried out as described (Sharma et al., 2013). Microarray analysis for rice seedlings was performed using Affymetrix WT PLUS Reagent kit (Affymetrix, Santa Clara, CA, USA) in three independent biological replicates, according to manufacturer’s instructions. Normalization of microarray data was done by Robust Multi-array Average (RMA) algorithm implemented in Genespring software version 12.6. The microarray data has been submitted in the Gene Expression Omnibus database at NCBI under series accession number GSE79212. Differential gene expression analysis was performed as described earlier (Sharma et al., 2013).

Gene ontology (GO) enrichment was performed using BiNGO. The stress response pathway analysis was carried out using MapMan (version 3.5.1)^1^ with *P*-value cut-off of ≤0.05. Venn diagrams and heatmaps were generated using online tools, VENNY^2^ and MeV (version 4.9), respectively.

### Quantitative Reverse Transcription Polymerase Chain Reaction (qRT-PCR) Analysis

For gene expression profiling, total RNA isolation, first-strand cDNA synthesis and qRT-PCR analysis were performed as described previously (Sharma et al., 2013). Experiments were conducted in at least two biological replicates for each sample and three technical replicates were analyzed for each biological replicate. ΔΔC_T_ calculation method was used to calculate relative expression level of each gene. For normalizing the relative mRNA level of individual gene in various RNA samples, *Ubiquitin 5* (*UBQ5*) was used as internal control gene (Jain et al., 2006). Results of microarray experiments were validated by qRT-PCR analysis of selected differentially expressed genes. The list of primer sequences used for qRT-PCR analysis has been provided in Supplementary Table S1.

## Results

### Generation of Transgenic Rice Plants Over-expressing *OsHOX24*

The complete coding region of *OsHOX24* was over-expressed under the control of *ubiquitin (UBQ)* promoter (*UBQ::OsHOX24*) in rice (**Figure 1A**). A total of 18 hygromycin-resistant T0 transgenic plants were obtained. Three of these lines, exhibiting 3:1 segregation ratio in T1 generation and confirmed by Southern blotting, were used for further analyses. The enhanced expression level of transgene in all the selected transgenic lines as compared to WT was detected by real-time PCR analysis (**Figure 1B**). The relative expression level of *OsHOX24* was found to be highest in H74 line followed by H49 and H1 lines.

**FIGURE 1:**
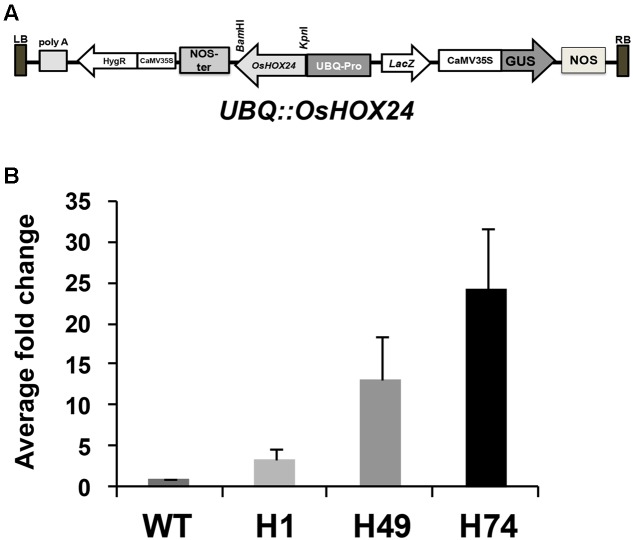
**Over-expression of *OsHOX24* in rice.** **(A)** Schematic representation of *OsHOX24* over-expression construct used for raising rice transgenics. **(B)** Relative expression profiles of *OsHOX24* in the rice transgenic lines (H1, H49 and H74) as compared to wild-type (WT) are shown. Values are mean (*N* = 3) from three independent experiments. Error bars indicate SE.

We did not observe any detectable phenotypic differences in the *OsHOX24* rice transgenics as compared to WT at the seedling stage under control conditions (Supplementary Figure S1). However, over-expression of *OsHOX24* resulted in significant alteration in the phenotype of rice transgenics (as compared to WT) at the reproductive stage (Supplementary Figure S2A). Transgenic lines showed significantly reduced shoot length (87–89%) (Supplementary Figure S2B) and smaller flag-leaf area (61–81%) as compared to WT (Supplementary Figure S2C). Moreover, the number of panicles (Supplementary Figure S2D) and tillers (Supplementary Figure S2E) were also found to be lesser in the transgenic lines as compared to WT. In transgenic lines, panicle and tiller numbers ranged from 65–73% and 69–73%, respectively, as compared to WT (Supplementary Figures S2D,E). These observations indicated the role of *OsHOX24* in modulating plant phenotype during reproductive development in rice.

### Rice Transgenics Showed Reduced Germination and Impaired Stomatal Closure under Abiotic Stresses

To evaluate the effect of stress hormone, ABA and abiotic stress conditions (osmotic, salinity and desiccation) on the transgenic lines and WT, seed germination assays were carried out. The percentage germination of transgenic lines was much lesser as compared to WT on MS medium supplemented with different concentrations of ABA (5 and 10 μM), NaCl (200 mM), mannitol (200 mM) and PEG 6000 (-0.4 MPa) [equivalent to 20% PEG 6000] (**Figure 2**). Exogenous ABA treatment resulted in greater susceptibility of transgenics as compared to WT. For instance, transgenics showed only about 53% germination after 3 days on 5 μM ABA as compared to 66% for WT. At 10 μM ABA, WT showed 61% germination in comparison to 28–45% germination of transgenics (**Figure 2A**). Under salinity stress (200 mM), WT exhibited 62% germination, whereas transgenic lines exhibited significantly reduced germination (28–42%) (**Figure 2B**). Similarly, the effect of osmotic stress (200 mM mannitol) on germination was found to be more prominent on transgenics (**Figure 2B**), which showed only 22–24% germination in comparison to WT (63%). Under DS (20% PEG 6000 treatment), transgenic lines showed 63% germination as compared to 81% in WT (**Figure 2B**). Overall, these results indicated that *OsHOX24* over-expression altered seed germination in the transgenic plants under abiotic stress conditions. Among the transgenic lines, H49 exhibited greater susceptibility to different abiotic stresses.

**FIGURE 2:**
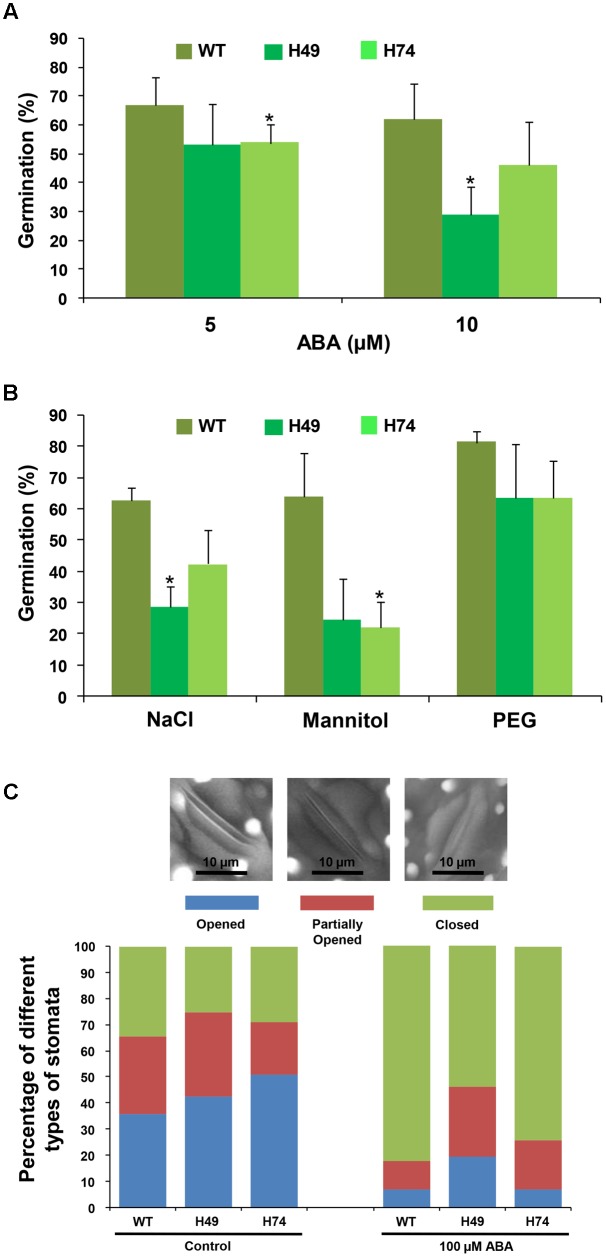
**Over-expression rice transgenics show higher sensitivity to abiotic stress conditions during seed germination and impaired stomatal closure under exogenous ABA treatment.** Effect of ABA **(A)** and abiotic stress treatments **(B)** [200 mM NaCl, 200 mM mannitol and (–0.4 MPa) PEG 6000] on seed germination of WT and rice transgenic lines (H49 and H74) is represented. In case of NaCl and mannitol, seed germination after 3 days have been reported, whereas germination of seeds on PEG 6000 recorded after 7 days, have been reported. The number of germinated seeds was expressed as the percentage of total number (15–20) of seeds plated. Values are mean (*N* = 3) from at least three independent experiments. Error bars indicate SE. Data point marked with asterisk (^∗^ *P* ≤ 0.05) indicate statistically significant difference. **(C)** Bar graph depicting the percentage of different stomata types [opened (OS), partially opened (POS) and closed (CS)] recorded in WT and rice transgenic lines under control condition and exogenous ABA treatment. At least 50 stomata were analyzed for each line under each condition. The representative images showing different stomata types (OS, POS and CS) are given above the bar graph.

Further, we investigated the effect of ABA on stomatal closure in leaves of transgenics and WT. Under control conditions, transgenics and WT showed similar number of opened and closed stomata. However, the fraction of completely closed stomata in transgenics was considerably lesser (53–74%) as compared to WT (82%) under exogenous ABA treatment (**Figure 2C**). This observation indicated that transgenics possess significantly reduced ability of stomatal closure under stress condition.

### Rice Transgenics Exhibited Greater Susceptibility to Abiotic Stresses at the Seedling Stage

The effect of desiccation and salinity stresses on growth of transgenic and WT seedlings were evaluated. A significant reduction in root and shoot growth was observed in transgenics as compared to WT seedlings under salinity (200 mM NaCl) and desiccation (20% PEG 6000) stresses, whereas all the seedlings appeared healthy under control conditions (**Figure 3A**). The average root growth of transgenics was found to be 4–8% as compared to 16% for WT under salinity stress relative to control condition. Similarly, average root growth of transgenics was found to be 13–14% as compared to 30% in WT under DS (**Figure 3B**). The average shoot growth of transgenics was 4–5% as compared to 12% in WT under salinity stress, and 14–15% as compared to 36% in WT under DS (**Figure 3C**).

**FIGURE 3:**
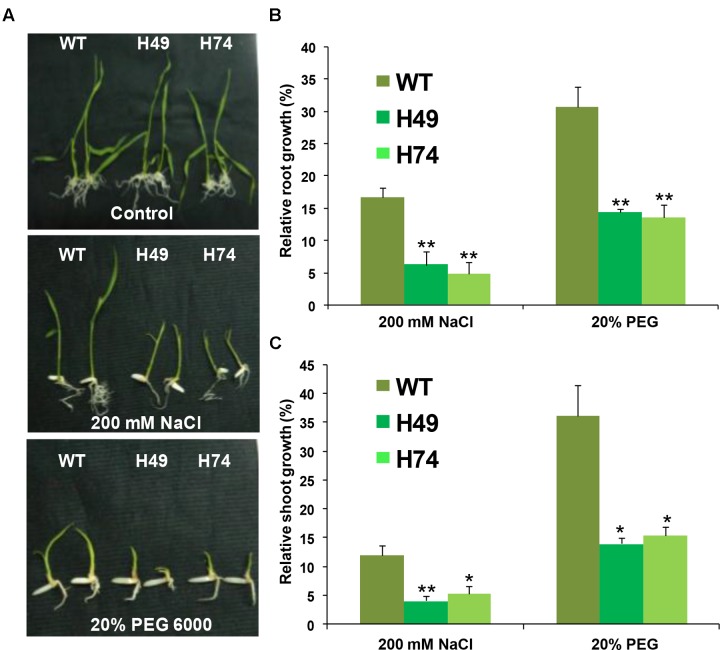
**Over-expression rice transgenic lines show lesser growth as compared to WT plants under abiotic stress conditions at seedling stage.** **(A)** Phenotypes of 12-day-old WT and rice transgenic seedlings (H49 and H74) under control and abiotic stress conditions are shown. Effect of 200 mM NaCl and (–0.4 MPa) PEG 6000 treatment (20% PEG) on root **(B)** and shoot **(C)** growth of WT and transgenic lines are graphically represented. The relative average root **(B)** and shoot **(C)** growth of seedlings grown in abiotic stress conditions were expressed as percentage of average root and shoot growth of seedlings grown on MS medium under control condition. Experiments were performed in three independent biological replicates. Values shown in graphs are mean from a single representative biological replicate (*n* = 15–20). Error bars indicate SE. Bars marked with asterisk (^∗^ *P* ≤ 0.05, ^∗∗^ *P* ≤ 0.01) indicate statistically significant difference.

### Rice Transgenics Displayed More Susceptibility to Abiotic Stress Conditions at Mature and Reproductive Stages of Development

Over-expression of *OsHOX24* affected the rate of water loss in transgenic rice. The transgenic leaves exhibited comparatively greater water loss at mature and reproductive stages of development than WT till 210 min of air-drying (Supplementary Figure S3). Detached leaves of WT from the mature and reproductive stage of development retained 69 and 60% of fresh weight as compared to 46 and 47% of fresh weight retained by the transgenic line (H49) following 90 min of air drying, respectively (Supplementary Figure S3). After 210 min of air drying, detached WT leaves taken at the mature and reproductive stage of development retained 34–40% of fresh weight, in contrast to transgenic line (H49) which retained only 26–30% of fresh weight (Supplementary Figure S3).

To assess the effect of DS at mature vegetative stage, leaf disk assays were performed for transgenics and WT plants using 20% PEG 6000. The transgenic leaves exhibited greater chlorophyll loss as compared to WT (Supplementary Figure S4). The chlorophyll content of transgenic lines, H49 (60%) and H74 (61%), was lesser in comparison to WT (86%) under DS relative to control condition (Supplementary Figure S4). Further, 2-month-old *UBQ::OsHOX24* transgenic lines and WT were subjected to DS by withholding water for 5 weeks followed by recovery for 15 days. The transgenic lines showed greater wilting of leaves and poor recovery as compared to WT (**Figure 4A**). The extent of chlorosis was more prominent in the leaves of transgenic lines as compared to WT (**Figure 4B**). The chlorophyll content in transgenic lines was significantly lesser than WT under DS (**Figure 4B**). The transgenic lines possessed lesser number of turgid leaves than WT under DS (**Figure 4C**). The above observations indicated the higher susceptibility of *OsHOX24* over-expressing transgenics under DS as compared to WT at the mature stage of development as well.

**FIGURE 4:**
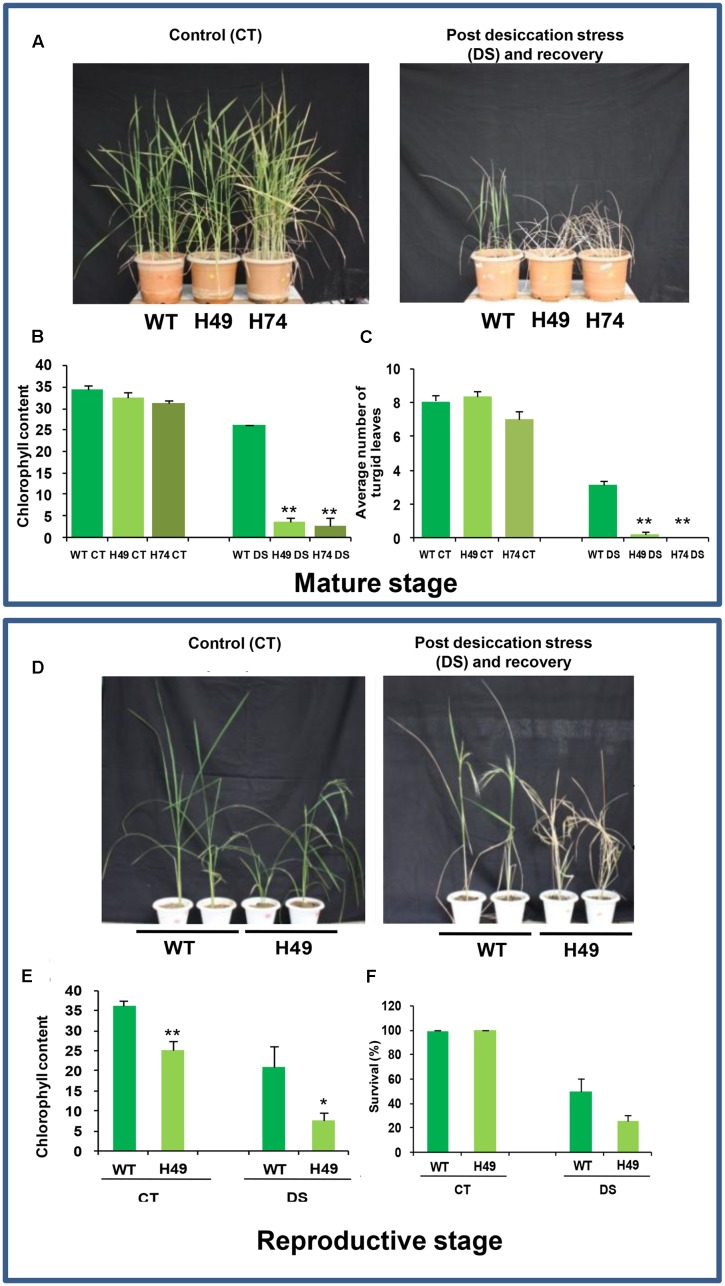
**Over-expression rice transgenics are more susceptible to desiccation stress (DS) as compared to WT plants at mature and reproductive stages of development.** **(A)** Phenotype of 110-day-old WT and rice transgenic (H49 and H74) plants under control condition (Left) and post DS and recovery (Right). Effect of DS on WT and transgenics on chlorophyll content **(B)** and number of turgid leaves **(C)**. **(D)** Phenotype of 150-day-old WT and transgenic (H49) plants under control condition (Left), and post DS and recovery (Right). Effect of DS on WT and transgenics on chlorophyll content **(E)** and survival percentage **(F)**. The experiments were conducted in at least two independent biological replicates. Values are mean from one representative biological replicate (*n* = 10–15). Chlorophyll content was measured in SPAD units. Error bars indicate SE. Data points marked with asterisk (^∗^*P* ≤ 0.05; ^∗∗^ *P* ≤ 0.01) indicate statistically significant difference.

To evaluate the effect of DS at the reproductive stage, 15-week-old WT and *UBQ::OsHOX24* transgenic line (H49) were subjected to DS by withholding water for 30 days followed by recovery for 15 days. Transgenics (H49) showed more compromised growth, greater wilting of leaves and poor recovery than WT (**Figure 4D**). The actual chlorophyll content in the transgenic line was evidenced to be much lesser than WT under DS and control condition (**Figure 4E**). The chlorophyll content of transgenic line was only 35% as compared to WT under DS (**Figure 4F**). In addition, under control condition too, the chlorophyll content of transgenic line was lesser (only 69%) in comparison to WT (**Figure 4E**). In addition, the transgenic line exhibited lower survival percentage as compared to WT (**Figure 4F**). Only 25% of the transgenic plants survived as compared to WT (50%) under DS (**Figure 4F**). The above observations confirmed the susceptible nature of *UBQ::OsHOX24* transgenics under DS as compared to WT at the reproductive stage of development too.

### Global Gene Expression Profiling

To study the effect of *OsHOX24* over-expression in rice, microarray analysis of transgenic line (H49) and WT plants, under control condition and subjected to DS treatment, was performed. 

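The data covered 12 arrays in 4 groups of 3, which the methods describe as independent biological replicates. WT and H49 seedlings, 3 weeks old, were either kept in water for 3 h (WT_CT and H49_CT) or left to dry on tissue paper for 3 h (WT_DS and H49_DS). The sample labels call the treatment drought where the paper writes desiccation. They name the transgenic plants by the over-expressed gene *OsHOX24* and not by line, so the line H49 is known from the paper. The labels give the cultivar Pusa Basmati 1 for every sample and a 3' IVT PLUS kit with 500 ng of total RNA, whereas the methods name the WT PLUS kit. The authors normalized the arrays by RMA, which subtracts background, sets all arrays to 1 distribution and summarises each probe set as a log2 value. The median log2 value over the 54922 probe sets lay between 4.33 and 4.46 in the 12 arrays. The lowest correlation across genes between arrays of 1 group was 0.949, in WT_DS. In the table of gene names, 15829 probe sets carried 1 gene, 440 carried several and 38653 were unnamed here. Each of 15140 genes was represented by its own probe set with the highest mean over all arrays. The values were fitted with limma, with 1 mean per group and 1 shared estimate of the spread, and a gene was called at an adjusted p of at most 0.05 and a fold of at least 2, the thresholds of the paper. The paper refers to an earlier study for its test. Of the entries of Table S2 used here, 1993 matched 1 probe set. Their corrected P-values all equal, at 2 decimals, those of a one-way F test over the 4 groups with Benjamini-Hochberg adjustment over all probe sets. The number of arrays limits the precision: of 50 genes simulated with a 2-fold change after DS in WT, 22 passed the adjusted p, and of 50 simulated with a 4-fold change 47 did. Only the simulated genes changed there, whereas 4011 genes passed the adjusted p after DS in WT. The adjustment was thus stricter in the simulation than in the data.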

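*OsHOX24* (*HOX24* in the gene table, LOC_Os02g43330), the HD-ZIP I gene carried by the construct, rose more after DS than any other of the 15140 genes in both genotypes. Its log2 value was 4.18 ± 1.39 (SD, n = 3 arrays) in WT_CT and 9.91 ± 0.48 (SD, n = 3) in WT_DS, a log2 fold change of 5.73 (standard error 0.55, adjusted p = 1.5e-05 from limma). In H49 the value was 3.79 ± 0.69 (SD, n = 3) in H49_CT and 9.86 ± 0.37 (SD, n = 3) in H49_DS, a log2 fold change of 6.07 (standard error 0.55, adjusted p = 8.4e-06 from limma). Over both treatments the arrays labelled H49 differed from those labelled WT by -0.22 on the log2 scale, with a 95% interval from -1.06 to 0.61 (two-sided exact permutation test within treatments, p = 0.645). Without stress, where its own rise cannot hide an added transcript, the difference was -0.39 with a 95% interval from -1.57 to 0.78, which allows *OsHOX24* to be up to 1.72-fold higher in H49_CT. The sign and this limit rest on WT_CT replicate 1. The other WT_CT arrays, at 4.11 and 2.83, average below the H49_CT arrays, at 4.56, 3.57 and 3.23. With single arrays left out the difference over both treatments ran from -0.56 (without WT_CT replicate 3) to 0.13 (without WT_CT replicate 1, which had the highest value of its group, 5.61). The construct holds the open reading frame only, and the place of the probes is not given in the tables used here, so it is not known whether the probe set measures the transcript of the construct. By real-time PCR, the paper reports more transgene expression in H49 than in WT (Figure 1B).

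**Figure D1:**
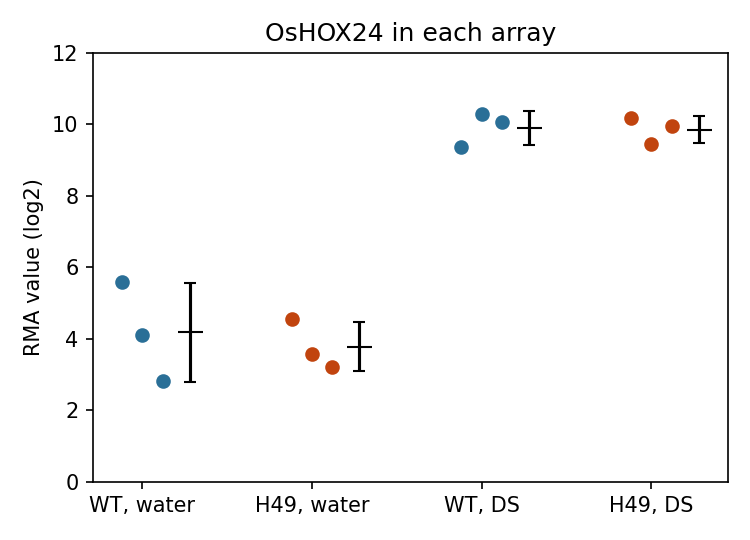
RMA value (log2) of *OsHOX24* in each of the 12 arrays, with the mean and SD of each group of 3 beside its points. The arrays of seedlings after DS lie between 9.38 and 10.29 and those of seedlings in water between 2.83 and 5.61, with no separation of H49 from WT.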

The differential gene expression analysis, revealed a total of 3108 significantly (≥twofold, corrected *P*-value ≤ 0.05) differentially regulated genes in the transgenic line as compared to WT under control and/or DS. 

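Genes were called after DS in both genotypes and not between the arrays labelled H49 and those labelled WT. Of the 15140 genes, 2664 were called in WT_DS, in H49_DS or between H49 and WT without stress, and 0 of them were called between the genotypes. Strong DS genes had near values in H49 and WT after DS: *OsLEA3-1*, which encodes a late embryogenesis abundant protein, differed by 0.40 on the log2 scale between H49_DS and WT_DS, the dehydrin gene *RAB16C* by 0.44 and the bZIP gene *OsBZIP23* by 0.01, and none of the 3 passed the test (adjusted p = 0.97 to 0.996 from limma). The smallest adjusted p of any gene was 0.927 between H49_CT and WT_CT, 0.751 between H49_DS and WT_DS, 0.691 for H49 against WT over both treatments and 1 for the interaction of genotype and treatment. At an unadjusted p under 0.05 from limma there were 290, 733, 604 and 360 genes, where 757 would come by chance. A moderated F test over the 4 groups, which passes on any difference among them including that of DS, passed 10 genes with a fold of at least 2 between H49_CT and WT_CT and 19 between H49_DS and WT_DS. The methods' t-test gave 6 and 11 genes at its unadjusted threshold and 0 after Benjamini-Hochberg adjustment, and the one-way F test over the 4 groups, which has the same limit and was chosen after the data were seen, gave 7 and 7. Of 50 genes simulated with a difference between H49_CT and WT_CT, 21 passed the adjusted p at 2-fold and 49 at 4-fold. Other genes were simulated with differences beside them, and fewer would pass if fewer genes differed. Of all 200 divisions of the same arrays within the treatments, counted only after the data were seen, the one that calls the most genes over both treatments exchanges WT replicate 1 with H49 replicate 1 and called 79 at the same thresholds, where the median of the others was 0. An exchange of labels or seed of mixed background stays open. Either could weaken each comparison of H49 with WT given here, also that of their responses to DS.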

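After DS, 747 genes rose and 1283 fell in WT, and 797 rose and 1408 fell in H49. The genes with recognised names that rose most in both genotypes were, after *OsHOX24*, the protein phosphatase 2C gene *OsPP2C59*, the sucrose transporter gene *OsSWEET15* and *OsLEA3-1*. *OsPP2C59* rose by 5.29 on the log2 scale in WT (standard error 0.27, adjusted p = 2.4e-07 from limma) and by 5.46 in H49, *OsSWEET15* by 4.96 and 5.53, and *OsLEA3-1* by 4.68 and 5.72. Next came *RAB16C* (3.99 and 4.74), *ELA3* (3.69 and 4.80), *PP2C68* (3.67 and 4.44) and *OsPP2C30* (3.39 and 3.98), while *LEA1* and *OsBZIP23* were among the 10 highest in WT, and *EM* (2.86 and 3.49), another late embryogenesis abundant gene, and *ICL* (2.13 and 3.09), which encodes isocitrate lyase of the glyoxylate cycle, among those in H49. The largest falls among genes with recognised names were in *PDX12*, a gene of vitamin B6 synthesis (-3.91 in WT, standard error 0.58, adjusted p = 0.00043 from limma, and -3.52 in H49), the calcium sensor kinase gene *CIPK10* (-3.16 and -2.98), *G1L5* (-2.87 and -2.54), *RCABP69* (-2.84 and -2.57), the aquaporin gene *OsPIP2;7* (-2.69 and -2.99), the expansin gene *EXPB3* (-2.65 and -3.11), *DREB1A* and the catalase gene *CAT-A* (-2.52 and -2.45). *PNP1* and the light-harvesting gene *CAB2R* were also among the 10 lowest in WT, and *DREB1G* and the metal transporter gene *MTP4* (-2.17 and -2.58) among those in H49. Of the genes called in either genotype, 616 rose in both and 955 fell in both, where independent lists would share 39.3 and 119 genes, and 0 went opposite ways. In all, 928 genes rose and 1736 fell in at least 1 of the 3 comparisons. The share of called genes that fell was 63.2% in WT and 63.9% in H49. With each array centred on the median of all genes it was 41.3% (1100 up, 774 down) and 43.8% (1136 up, 885 down), and with quantile normalization over these genes 51.5% and 52.9%. Centring moved the median log2 fold change of all genes from -0.06 to 0.14 in WT and from -0.06 to 0.16 in H49.

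**Figure D2:**
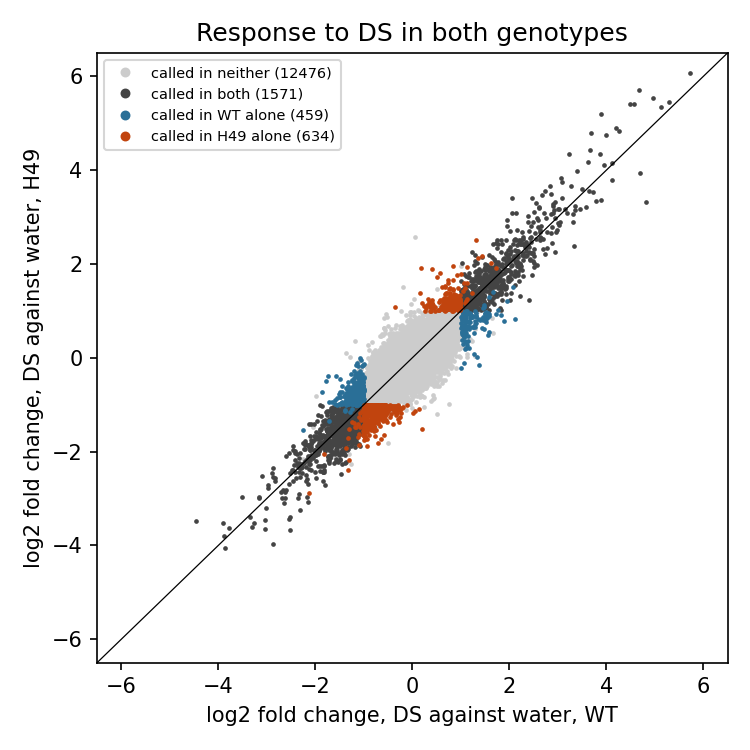
Log2 fold change after DS of each of the 15140 genes in WT (horizontal axis) and in H49 (vertical axis), with the line of equal change. Genes called in both genotypes (1571), in WT alone (459) and in H49 alone (634) lie along that line, with a correlation across genes of 0.909.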

A total of 1247 and 1896 genes were found to be up-regulated and down-regulated, respectively, in at least one of the conditions analyzed (**Figure 5A** and Supplementary Table S2). These genes were found to be involved in diverse biological processes. GO enrichment of down-regulated genes in the transgenic line under DS revealed that several cellular metabolic and biosynthetic processes (primary metabolic processes and nucleic acid metabolic processes) were significantly enriched (**Figure 5B**). 

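Genes of DNA replication and cell division fell in H49 after DS. Of 71 measured genes of this list, 18 fell and 0 rose in H49, and 16 fell and 0 rose in WT (the same numbers adjusted over the list alone). They included *OsRPA32*, a subunit of the single-strand DNA binding protein of replication (-1.88 on the log2 scale in H49, adjusted p = 3.9e-05 from limma), the replicative helicase subunits *OsMCM6* (-1.83) and *MCM3* (-1.75), and the kinesin gene *KIN5A* (-1.86). Translation genes also fell: 9 of 25 in H49 and 6 of 25 in WT, with 0 risen in either (the same numbers adjusted over the list alone). Among them were the elongation factor gene *EF-Ts* (-1.77 in H49), for which a second, dim probe set stayed at 0.01, the lysyl-tRNA synthetase gene *LysRS* (-1.67), the ribosomal protein gene *RPL39B* (-1.49) and the histidyl-tRNA synthetase gene *HisRS* (-1.44). As sets, both lists were lower than other genes by camera with a preset correlation (DNA replication adjusted p = 5.9e-05 in H49 and 0.0013 in WT, translation 2.1e-05 and 7.4e-05). With an estimated correlation the adjusted p was 0.095 in H49 and 0.15 in WT for DNA replication, and 0.32 and 0.35 for translation. With centred arrays 11 DNA replication genes fell and 0 rose in H49, against 8 and 1 in WT, and 7 and 3 translation genes fell with 0 risen.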

About 7% of the differentially expressed genes belonged to 51 different TF families (Supplementary Figure S5). 

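Transcription factor genes were found by name among the 1740 genes with a recognised name, which gave 263 genes of 13 families or groups of families. After DS, 51 of them were called in at least 1 genotype, which is 12% of the 425 named genes called, whereas TF genes made up 15.1% of all named genes. Besides *HOX24*, *OsBZIP23* rose (log2 fold change 3.05 in WT, standard error 0.20, adjusted p = 2.1e-06 from limma, and 2.89 in H49), which encodes a bZIP factor of ABA response, and *DREB1A* (-2.55 and -3.43) and *DREB1G* (-1.80 and -2.72), AP2/ERF genes known from cold response, fell. Of 31 measured ARF and AUX/IAA genes, 1 rose and 7 fell in H49, and of 38 C3H zinc finger genes 3 rose and 3 fell. Of 10 AP2/ERF genes 2 fell, and of 10 MYB genes 2 rose in H49. The share is over named genes only, since the other genes could not be assigned to families here.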

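Most of the 263 TF genes found by name that were called after DS were called in both genotypes. In all, 20 TF genes rose in both H49 and WT, where independent lists would share 2.1, and 14 fell in both, against 1.37. Those that rose in both included *HOX24*, *OsBZIP23*, the heat stress factor gene *HSFB2C* (log2 fold change 2.46 in WT and 2.23 in H49), the NAC gene *SNAC2* (1.36 and 1.23) and *JAMYB* (1.37 and 1.88). Another 4 genes rose and 6 fell in H49 alone, and 3 rose and 4 fell in WT alone. All 17 of these went the same way in the other genotype, where the median log2 fold change was 0.73 for those that rose and 0.80 in size for those that fell. The test of the difference in response between genotypes with limma passed for 0 of the 17, over all genes or adjusted over these alone, and 1 had an unadjusted p under 0.05. This test would miss most differences of such a size. Of 50 genes simulated with a 2-fold difference in response 8 passed the adjusted p over all genes, and of 50 at 1.5-fold 0 did. *HSFB4C* is an example of the genes called in H49 alone: it fell by 1.35 on the log2 scale there and its value was -0.86 in WT. With centred arrays 23 TF genes rose in both genotypes and 9 fell in both.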

At least 39 and 23 TF-encoding genes were uniquely differentially expressed in the transgenic line (H49) and WT, respectively, whereas 158 genes were found to be commonly differentially regulated in the transgenic line and WT under DS (**Figure 6A**). GO enrichment analysis of these TF-encoding genes revealed their involvement in crucial biological processes, including gene expression, developmental processes, metabolic processes, response to abiotic stress and hormone stimulus (**Figures 6B–F**). 

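Most called genes of redox metabolism, proteolysis and the cell wall fell after DS, as did 63.2% of all called genes in WT and 63.9% in H49. Some of redox metabolism and proteolysis rose. Of 58 measured genes of redox and respiratory burst, 5 rose and 9 fell in H49, and 3 rose and 8 fell in WT. The peroxidase genes *PRX74* (-2.18 on the log2 scale in H49, adjusted p = 4.4e-05 from limma) and LOC4344277 (listed as peroxidase/LOC4344277, -2.44) and the thioredoxin gene *OsTrx03* (-1.81) fell, and the glutaredoxin gene *GRXC7* rose (1.42). Of 45 genes of proteolysis, 2 rose and 6 fell in H49, and 2 rose and 4 fell in WT: the ubiquitin gene *UBQ2* (-1.64 in H49) and the ubiquitin ligase gene *PUB75* (-1.58) fell, and the ubiquitin-conjugating enzyme gene *OsUBC5b* rose (1.26). Of 86 cell wall genes, 10 fell and 0 rose in H49 and 8 fell and 0 rose in WT, among them the cellulose synthase genes *CESA8* (-1.89 in H49) and *CESA1* (-1.84) and the glucanase gene *GLU2* (-1.72). These counts did not change when adjusted over each list alone. As a set, none of the 3 lists passed camera (adjusted p from 0.32 to 0.69), while by fry, which compares a list with no other genes, the cell wall list (0.00016 in H49 and 0.0011 in WT) and the redox list (0.015 and 0.0092) passed. With centred arrays the redox list had 7 rises and 7 falls in H49 and 3 and 5 in WT, proteolysis 3 and 3 in both, and the cell wall 2 and 8 in H49 and 2 and 4 in WT. Of 33 protein phosphatase 2C genes, members of which restrain ABA signalling, 7 rose and 2 fell in H49 and 9 rose and 2 fell in WT, and *OsPP2C09* rose by 2.98 in H49. This list was higher than other genes by camera with a preset correlation (adjusted p = 0.0023 in H49 and 0.00091 in WT), but with an estimated correlation the adjusted p was 0.23 and 0.16.

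**Figure D3:**
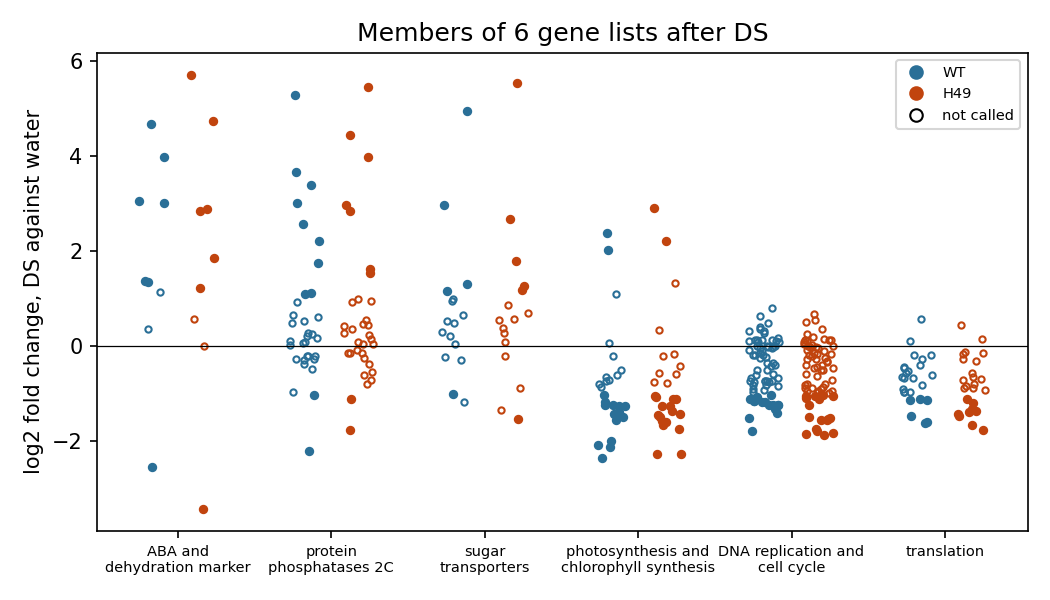
Log2 fold change after DS of each measured member of 6 gene lists, in WT (blue) and H49 (orange), with called genes filled and others open. Most called ABA markers and protein phosphatases 2C lie above 0 and most called photosynthesis, DNA replication and translation genes below 0.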

Further, biotic and abiotic stress response pathway overview indicated that genes involved in signaling pathways, hormone signaling (auxin, ABA, brassinosteroid and ethylene), stress-responsive transcription regulatory components (including TFs like ERF, bZIP, WRKY and MYB), redox metabolism and respiratory burst, defense responses, secondary metabolism, proteolysis and cell wall, were enriched in the transgenic line under DS (Supplementary Figure S6). This indicated the role of *OsHOX24* in biotic stress responses, besides mediating abiotic stress responses in transgenic rice.

**FIGURE 5:**
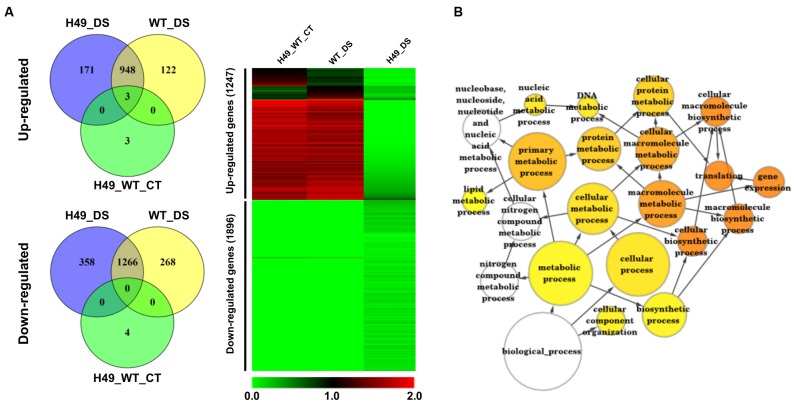
**Differential gene expression in *OsHOX24* over-expression transgenic (H49) as compared to WT under control and DS.** **(A)** Venn diagrams (Left) representing distribution of up-regulated and down-regulated genes in different conditions. Heat-map (Right) representing expression profiles of differentially expressed genes in H49_WT_CT (differential expression between WT and H49 under control condition), WT_DS (differential expression in WT under DS) and H49_DS (differential expression in H49 under DS) conditions. The average log signal values are shown by color scale. **(B)** The significantly enriched gene ontology (GO) categories in the down-regulated genes in H49. Node size is proportional to the number of genes. Color shading is given according to *P*-value (white: no significant difference; yellow = 0.05, orange < 0.0000005).

**FIGURE 6:**
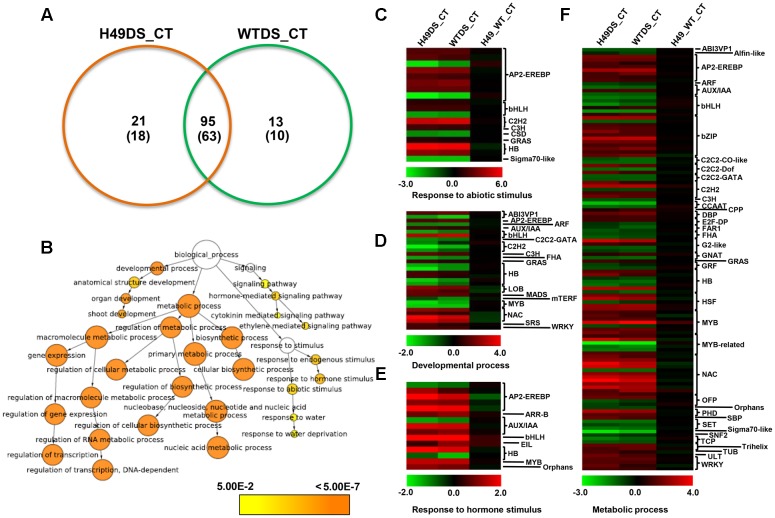
**Differential expression of transcription factor (TF)-encoding genes and functional categorization in *OsHOX24* transgenics.** **(A)** Venn diagram (Left) representing distribution of up-regulated and down-regulated (in parentheses) genes in transgenic (H49) and WT under DS. **(B)** The significantly enriched GO categories in the differentially expressed TF-encoding genes in the transgenic and WT under control and DS. The differentially expressed TF-encoding genes were analyzed using BiNGO. Node size is proportional to the number of genes. Color shading is given according to *P*-value (white: no significant difference; yellow = 0.05, orange < 0.0000005). **(C–F)** Heat-maps representing expression profiles of differentially expressed TF-encoding genes related to response to abiotic stimulus **(C)**, developmental process **(D)**, response to hormone stimulus **(E)** and metabolic process **(F)** in H49_WT_CT (differential expression between WT and H49 under control condition), WT_DS (differential expression in WT under desiccation and control condition) and H49_DS (differential expression in H49 under desiccation and control condition). The average log signal values are shown by color scale.

Overall, the differentially expressed genes were found to be involved in diverse metabolic and developmental processes. The differential expression patterns of selected stress-responsive rice genes, known to be involved in abiotic stress responses, including *LOC_Os07g14610* encoding for IAA-amino acid hydrolase, *LOC_Os01g07120* encoding for OsDREB2A, *LOC_Os07g37400* encoding for OsFBX257, *LOC_Os05g37060* encoding for MYB TF and *LOC_Os12g03050* encoding for NAM TF were validated via real-time PCR analysis (Supplementary Figure S7). 

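*OsHOX22*, a close relative of *OsHOX24*, and the 5 genes were read from the probe sets whose fold changes match those of their entries in Table S2, of which the first 1997 of 3108 entries were used here, and were fitted with limma over all 54922 probe sets. LOC_Os05g37060, a MYB gene, rose by 4.82 on the log2 scale in WT (standard error 0.43, adjusted p = 8.6e-05) and by 3.32 in H49 (adjusted p = 0.00071). *OsFBX257*, an F-box gene, rose by 4.70 in WT (adjusted p = 7.8e-05) and by 3.94 in H49. *OsDREB2A*, an activator of dehydration-responsive genes, rose by 2.04 in WT (adjusted p = 0.00037) and by 1.91 in H49. *OsHOX22* rose by 3.06 in WT and by 3.37 in H49. LOC_Os07g14610, which encodes an IAA-amino acid hydrolase, rose by 1.05 in H49 (adjusted p = 0.00315), and its value in WT was 0.60, below the fold of 2. LOC_Os12g03050, a NAC gene listed as *NAC077*, rose by 2.41 in WT (adjusted p = 0.0049), and its value in H49 was 1.24 (adjusted p = 0.084, or 0.038 in the fit over 15140 genes). The response of H49 minus that of WT was -1.5 for the MYB gene (standard error 0.61), -1.17 for *NAC077* (0.61), -0.75 for *OsFBX257* (0.59) and 0.45 for the hydrolase (0.25), and for each of the 6 genes the adjusted p of this difference was 1. Each gene was higher in every DS array than in every control array of its genotype (exact permutation test, p = 0.1, the smallest that 3 arrays against 3 allow).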

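Among genes with a recognised name, the response to DS was led by genes of dehydration and ABA. *OsHOX22* and *OsDREB2A* were planned as markers of this response. Their probe sets are not in the table of gene names, so they are not counted in the list that follows. Of 9 marker genes of dehydration and ABA found by name, 6 rose and 1 fell in each genotype (7 and 1 in WT and 6 and 1 in H49 adjusted over the list alone). Besides *OsLEA3-1*, *RAB16C*, *OsBZIP23* and *SNAC2*, they were *ABIL1*, a protein phosphatase 2C gene (log2 fold change 3.02 in WT, standard error 0.30, adjusted p = 1.8e-05 from limma, and 2.84 in H49), and *salT* (1.36 and 1.86), while *DREB1A* fell, *HOX6* was at 0.35 and 0.56, and the trehalose phosphatase gene *OsTPP1* at 1.13 and 0.01 (adjusted p = 0.052 in WT, or 0.018 with the replicate number as a block). The list was higher than other genes by camera in WT (adjusted p = 9.5e-06) and in H49 (2.1e-05), and also with an estimated correlation (0.025 and 0.037). Of 24 heat shock genes, 4 rose in WT (5 adjusted over the list alone) and 4 rose and 1 fell in H49, led by *HSFB2C*, *HSFC2A* (1.73 and 1.87) and *HSP17.4* (called in WT, with 0.95 in H49). That list passed camera in WT (adjusted p = 0.0022, or 0.081 with an estimated correlation and 0.29 with the dimmer genes left out). In H49 its adjusted p was 0.051 (0.17 with an estimated correlation, 0.029 with the replicate number as a block, 0.0022 with fry), and it was between 0.030 and 0.049 without any single array of WT_CT, without H49_CT replicate 2 or 3, or without WT_DS replicate 2 or 3. The difference in response between the genotypes did not pass camera (adjusted p = 0.26). Genes called in 1 genotype only moved the same way in the other: of the 312 that rose in only 1, 98.7% were also above 0 in the other, with a median log2 fold change of 1.16 in their own and 0.80 in the other genotype, and of the 781 that fell in only 1, 99.5% were below 0 in the other (median 1.15 and 0.84 in size). For 0 of these genes did the difference in response between the genotypes pass the test of limma, over all genes or adjusted over these alone, with 29 and 50 at an unadjusted p under 0.05. That test passed 0 of 50 genes simulated with a 1.5-fold difference in response and 8 of 50 with a 2-fold one, so it would miss most differences of this size. From the altered genes, the paper concludes that changed expression of developmental and stress genes explains why the transgenics are more susceptible than WT.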

Overall, the transcriptome analysis of transgenic line and WT under control and DS revealed alteration of several developmentally important and stress-related genes, which explain the susceptible phenotype of rice transgenics as compared to WT.

## Discussion

Members of HD-ZIP superclass belonging to homeobox gene family are key plant-specific regulators of developmental program (Ariel et al., 2007; Chew et al., 2013; Turchi et al., 2015). Some of the HD-ZIP TFs have been implicated in abiotic stress responses as well (Olsson et al., 2004; Agalou et al., 2008; Jain et al., 2008; Yu et al., 2008; Song et al., 2012; Bhattacharjee et al., 2016). Previously, we found at least nine HD-ZIP I genes to be differentially expressed under various abiotic stress conditions in rice (Jain et al., 2008). However, functionality of very few rice HD-ZIP I subfamily members has been investigated *in planta* till now (Zhang et al., 2012; Bhattacharjee et al., 2016). Recently, we characterized two HD-ZIP I members, namely *OsHOX22* and *OsHOX24*, and suggested their role in abiotic stress responses via raising over-expression transgenics in model plant Arabidopsis (Bhattacharjee et al., 2016). It is likely that a gene shows similar function in different plant systems. However, there are some evidences where over-expression of the same gene has resulted in varied phenotypes of transgenics in diverse plant systems (Jang et al., 2007; Alavilli et al., 2016; Zheng et al., 2016).

In the present study, we carried out functional characterization of *OsHOX24* by raising over-expression transgenic lines in crop plant rice to ascertain its function in abiotic stress responses and prove its potential in engineering stress tolerance in crop plants as well. The transgenic rice over-expressing *OsHOX24* showed compromised phenotype in comparison to WT plants at reproductive stage of development, which suggested the role of *OsHOX24* as a potential developmental regulator in rice. However, its exact role in rice development needs to be explored further in more detail. Our observations corroborated the findings in previous reports, where over-expression of TF-encoding genes, *Oshox22* and *OsDof12* led to altered phenotype in rice transgenics at reproductive stage of development (Zhang et al., 2012; Wu et al., 2015). Seed germination and root/shoot growth assays, revealed the susceptible nature of rice transgenics at seedling stage under desiccation, salinity and osmotic stresses. Similar observations were witnessed when transgenic Arabidopsis over-expressing *OsHOX24* were analyzed vis-a-vis WT plants under abiotic stress conditions (Bhattacharjee et al., 2016). *OsHOX24* over-expression transgenic rice lines were more susceptible to abiotic stresses as compared to WT under DS treatment at mature and reproductive stages of development as well. In our previous study, transgenic Arabidopsis over-expressing *OsHOX24* were also found to be more susceptible to water-deficit stress as compared to WT plants at mature stage of development (Bhattacharjee et al., 2016). Similar results were observed when *Oshox22* was over-expressed in Zhonghua rice cultivar and transgenics were subjected to drought and salinity stresses (Zhang et al., 2012). In contrast, *Oshox22* mutant line was found to be tolerant to drought and salinity stresses at seedling stage (Zhang et al., 2012). Our findings can be correlated with other studies which have demonstrated the negative regulatory role of homeobox TFs, including OsBlHD1, Oshox22, and other TFs, such as OsAP2-39, OsbZIP52 and OsABI5 (Luo et al., 2005; Zou et al., 2008; Wan et al., 2011; Liu et al., 2012; Zhang et al., 2012).

The crucial function of ABA has already been delineated in abiotic stress responses in plants (Cutler et al., 2010; Fujita et al., 2011). In the last decade, ABA responsiveness of some HD-ZIP I family members in Arabidopsis and rice has been reported (Olsson et al., 2004; Valdés et al., 2012; Zhang et al., 2012). We have reported transgenic Arabidopsis seedlings over-expressing *OsHOX24* to be more sensitive than WT seedlings under exogenous ABA treatment (Bhattacharjee et al., 2016). Here also, we observed enhanced sensitivity of *OsHOX24* rice transgenics under exogenous ABA treatment at the seedling stage, which suggested an ABA-dependent mode of action of *OsHOX24* in stress responses. Stomatal closure is known to be a stress-adaptive mechanism in plants to prevent water loss (Osakabe et al., 2014). We found that *OsHOX24* rice transgenics possessed impaired ability of stomatal closure as compared to WT due to higher sensitivity to ABA, which suggested the role of *OsHOX24* in modulating abiotic stress responses in rice.

Varied abiotic stress responses in plants result from the interplay of events related to several metabolic pathways (Krasensky and Jonak, 2012; Obata and Fernie, 2012; Jain, 2013). The transcriptome analysis of rice transgenics over-expressing OsHOX24 and WT plants revealed downregulation of several genes related to cellular metabolism and macromolecular biosynthetic processes in the desiccation-stressed transgenics, which might contribute to the higher sensitivity of transgenics under DS. 

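Genes of photosynthesis and chlorophyll synthesis fell in the desiccated seedlings of both genotypes. Of 27 measured genes, 16 fell and 2 rose in H49, and 15 fell and 2 rose in WT (the same numbers adjusted over the list alone). The largest falls in H49 were in *CAB2R*, a light-harvesting gene (-2.28 on the log2 scale, standard error 0.42, adjusted p = 0.0015 from limma), *LFNR1*, a ferredoxin-NADP reductase gene (-2.27), and *CHLP*, which makes the phytyl chain of chlorophyll (-1.75). The genes that rose were *SGR* (2.90 in H49 and 2.38 in WT) and *NYC1* (2.21 and 2.02), which act in chlorophyll breakdown. The list was lower than other genes by camera with a preset correlation (adjusted p = 0.00022 in H49 and 7.4e-05 in WT), and with an estimated correlation the adjusted p was 0.20 and 0.15. Genes of sugar and starch metabolism went both ways, with 4 rises and 3 falls among 52 in H49 and 4 and 4 in WT (5 and 4 adjusted over the list alone), the hexokinase gene *HXK6* (2.27 in WT and 1.88 in H49) and the sucrose synthase gene *OsSUS1* (-1.72 and -2.20) being the largest. With centred arrays the photosynthesis list had 12 falls and 2 rises in each genotype, and the sugar list 6 rises and 1 fall in H49 and 9 and 1 in WT.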

Notably, many of the differentially expressed genes were found to be involved in diverse biological pathways implicated directly or indirectly in abiotic stress responses. TFs are well known to orchestrate abiotic stress responses in plants (Nakashima et al., 2009; Todaka et al., 2015). We witnessed differential expression of greater number of TF-encoding genes (involved in metabolic processes, developmental processes, besides abiotic and hormone stimulus) in the transgenic line, which may be contributing to the susceptible nature of transgenics under DS. 

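In H49 24 of the 263 TF genes found by name rose and 20 fell after DS, and in WT 23 rose and 18 fell. By count the homeobox (HD) family had the most members that rose in H49: 4 of 35 measured genes, *HOX24* among them, rose and 4 fell, against 3 and 4 in WT. As a share this was near that of all TF genes, and lower than that of the NAC and heat stress factor genes. The other HD genes that rose in both genotypes, named after their values were seen, were *HOX7* (log2 fold change 1.02 in WT and 2.02 in H49) and *HOX12* (1.71 and 2.06). Of 14 heat stress factor genes, 3 rose and 1 fell in H49 and 2 rose in WT, and of 7 NAC genes 3 rose in H49 and 2 in WT. Of 15 bZIP genes 2 rose and 1 fell in H49, and 3 rose and 2 fell in WT. The difference in response between H49 and WT was tested for each gene with limma and passed for 0 of the genes called in 1 genotype alone. The test has little power, since it passed 8 of 50 genes simulated with a 2-fold difference in response.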

Transcriptome analysis of transgenic Arabidopsis over-expressing *OsHOX24* under control condition also revealed the existence of such diverse downstream target genes of OsHOX24 in our previous study (Bhattacharjee et al., 2016).

The role of plant hormones in abiotic stress responses has been well documented (Verma et al., 2016; Wani et al., 2016). Particularly, auxins have been delineated to have integral functions in plant development as well as abiotic stress responses (Jain and Khurana, 2009; Kazan, 2013; Sharma et al., 2015). We observed differential expression of various genes involved in hormonal signaling, namely auxin, ABA, ethylene and brassinosteroid signaling in the desiccation-stressed transgenics. 

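Abscisic acid genes rose and several auxin genes fell after DS in H49. Of 8 measured genes of ABA signalling and turnover, 4 rose and 0 fell in H49 and 5 rose in WT. Besides *OsBZIP23* and *ABIL1*, the kinase gene *OsSAPK1* rose by 2.45 in H49 on the log2 scale (adjusted p = 7.7e-05 from limma) and by 1.73 in WT, and *ABA8OX2*, an enzyme of ABA breakdown, rose by 1.32 in H49 and was at 0.91 in WT (adjusted p = 0.062). As a set the ABA genes were higher than others by camera with a preset correlation (adjusted p = 0.00022 in H49 and 0.00037 in WT), and with an estimated correlation the adjusted p was 0.17 and 0.15. Of 49 auxin genes, 2 rose and 8 fell in H49 and 1 rose and 7 fell in WT. Repressors of auxin response were among both kinds: *IAA10* (-1.71 in H49), *IAA17* (-1.70) and *IAA21* (-1.48) fell and *IAA18* rose (1.07). Of 17 brassinosteroid genes, 3 fell and 0 rose in each genotype: the coreceptor gene *BAK1* (-1.29 in H49), the synthesis gene *OsDWARF4* (-1.35) and the kinase gene *GSK2* (-1.51), which restrains the pathway. No ethylene gene of the 8 measured reached a fold of 2 in either genotype, and the largest change in H49, named after the values were seen, was that of the synthesis gene *ACO1* (0.93). The numbers of calls in these 4 lists were the same when adjusted over each list alone. By camera the brassinosteroid list was lower than other genes in WT (adjusted p = 0.042, or 0.24 with an estimated correlation, 0.29 with the dimmer genes left out, 0.0685 with quantile normalization, 0.056 with the replicate number as a block, 0.092 without WT_CT replicate 1 and 0.11 without WT_DS replicate 3). Its camera adjusted p in H49 was 0.17 (0.0031 with fry), and that of the difference in response between genotypes was 0.75. Neither auxin (0.42 in H49, 0.28 in WT, or 0.0022 and 0.0017 with fry, which compares a list with no other genes) nor ethylene (0.32 and 0.42) passed camera. With centred arrays 4 auxin genes rose and 6 fell in H49, 3 rose and 5 fell in WT, and 2 ethylene genes rose in H49 and 1 in WT.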

Receptor-like kinases have been reported to act as major signaling components of plant development, in addition to abiotic stress responses (Marshall et al., 2012; Osakabe et al., 2013). We observed differential regulation of several such genes encoding for signaling molecules in the desiccation-stressed transgenics. In addition, elevated levels of secondary metabolites have also been reported in plants under abiotic stress conditions (Edreva et al., 2008; Krasensky and Jonak, 2012). 

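Calcium and MAP kinase signalling genes changed in both directions. Of 69 measured genes, 10 rose and 8 fell in H49, and 12 rose and 8 fell in WT (13 and 8 adjusted over the list alone). The calmodulin-like genes *CML16* (2.94 on the log2 scale in WT, standard error 0.37, adjusted p = 0.00013 from limma, and 2.25 in H49) and *CML15* (1.88 and 1.51) and the kinase genes *CIPK9* (1.66 and 1.73) and *CIPK32* (1.36 and 1.83) rose, whereas *CIPK10* fell. Of 26 receptor-like kinases and related receptors, 1 rose and 2 fell in H49, and 0 rose and 3 fell in WT. The receptor kinase genes *ER2* (-1.98 in H49 and -1.42 in WT) and *BAK1* fell in both, the chitin receptor gene *LYP4* fell in WT (-1.12, with -0.84 in H49), and the cytokinin receptor gene *HK3* rose in H49 (1.09, with 0.91 in WT). Neither list passed camera (calcium signalling adjusted p = 0.17 in H49 and 0.056 in WT, receptors 0.92 and 0.89). In WT the calcium list passed with the dimmer genes left out (0.014), with the mean of the probe sets of a gene (0.048), with fry (0.037), without WT_DS replicate 1 (0.045), without WT_CT replicate 2 (0.039) and without H49_CT replicate 1 (0.049). With centred arrays 13 calcium genes rose and 5 fell in H49, and 19 and 4 in WT, and 1 receptor gene rose and 2 fell in H49 against 2 and 2 in WT.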

Differential regulation of genes encoding for secondary metabolites was also witnessed in the transgenic line under DS. 

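Of 37 measured genes of secondary metabolism, 1 rose and 7 fell in H49, and 1 rose and 1 fell in WT (the same numbers adjusted over the list alone). *CYP71Z6*, a cytochrome P450 gene of diterpenoid synthesis, rose by 2.42 on the log2 scale in H49 (adjusted p = 8.4e-06 from limma) and by 1.67 in WT, and *CAD8A*, of the cinnamyl alcohol dehydrogenase family, fell by 1.55 in H49 and by 1.66 in WT. The laccase genes *LAC20* (-1.69 in H49, with -1.13 in WT at an adjusted p of 0.063, or 0.036 with the replicate number as a block) and *LAC4* (-1.30, with -0.75 in WT) were called in H49 and not in WT. The difference in response between genotypes did not pass the interaction test of limma for either. The list as a set did not pass camera in H49 (adjusted p = 0.92), in WT (0.76) or for the difference in response between the genotypes (0.91). With centred arrays 2 rose and 3 fell in H49, and 1 and 1 in WT.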

Alteration in the transcript level of these genes might change the physiology of transgenics leading to enhanced sensitivity. We speculate that even though, some of the stress-responsive genes were upregulated under stress condition, the collective effect of their gene products, i.e., protective molecules and secondary metabolites may not have been sufficient enough to elicit stress tolerance in transgenics. 

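Stress genes such as *OsLEA3-1* and *RAB16C* had larger log2 fold changes in H49 than in WT, and others such as *LEA1* smaller ones. Among 772 genes called up for the mean of both genotypes, the median log2 fold change was 1.49 in WT and 1.53 in H49. The log2 fold change was lower in H49 for 343 and higher for 429, and the median difference, H49 minus WT, was 0.05. This difference was 1.12 for *ELA3*, 1.04 for *OsLEA3-1*, 0.77 for *PP2C68* and 0.75 for *RAB16C*, and -0.96 for *LEA1*, -0.69 for *CML16* and -0.54 for *HSP17.4*. The difference passed the interaction test of limma for 0 of the 772 genes, over all genes or adjusted over these alone, and 30 had an unadjusted p under 0.05. Of the 5 genes chosen for real-time PCR, 4 had a smaller log2 fold change in H49 than in WT (the MYB gene, *NAC077*, *OsFBX257* and *OsDREB2A*), and the difference passed for 0 of them. In water all 4 had higher values in H49 than in WT, by 0.40 to 1.09. After DS H49 minus WT was -0.41 for the MYB gene and *NAC077*, -0.12 for *OsFBX257* and 0.27 for *OsDREB2A*. None of these differences passed limma. Without WT_DS replicate 1, 544 of 844 genes rose less in H49, with a median difference of -0.11, and without WT_CT replicate 1 the median difference was -0.03. The interaction is measured with less precision than the response itself: of 50 genes simulated with a 2-fold difference in response, 8 passed the adjusted p, and of 50 with a 4-fold difference 36 did. Fewer would pass if fewer genes differed. An exchange of labels, which stays open, could also shrink a difference in response.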

We detected relatively lesser extent of upregulation of many of the stress-responsive genes in the transgenics as compared to WT, which have been reported to play vital roles in plant abiotic stress responses and few among them have been found to elicit stress tolerance in transgenics (Jain et al., 2007; Xue et al., 2008; Cui et al., 2011; Ray et al., 2011; Chen et al., 2014; Sun et al., 2015). 

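Of 20 measured genes of pathogenesis-related and defence proteins, 1 rose and 1 fell in H49 after DS, and 1 rose and 0 fell in WT (the same numbers adjusted over the list alone). LOC4343645, listed as *FOR1*, a gene of a polygalacturonase-inhibiting type, rose by 1.89 on the log2 scale in H49 (adjusted p = 0.00037 from limma) and by 1.77 in WT. *OsNPR3*, a relative of the salicylic acid receptor, fell by 1.55 in H49 (adjusted p = 0.0079), and its value was -0.80 in WT. The median of the list was 0.12 in H49 and 0.38 in WT. By camera the list was higher than other genes in WT (adjusted p = 0.042, or 0.16 with an estimated correlation). The adjusted p was 0.17 in H49 and 0.72 for the difference in response between genotypes. In WT it missed the threshold without WT_DS replicate 1 (0.15), without WT_CT replicate 2 (0.054), without WT_CT replicate 3 (0.052) with centred arrays (0.060) and with quantile normalization (0.0685).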

Interestingly, we found differential regulation of genes encoding for pathogenesis related (PR) proteins also in *OsHOX24* transgenic line. This suggested that OsHOX24 might be involved in mediating crosstalk between abiotic and biotic stress responses in rice.

## Conclusion

We demonstrated that over-expression of *OsHOX24* enhances the susceptibility of transgenic rice under different abiotic stress conditions at the seedling, mature, and reproductive stage of rice development. The over-expression of *OsHOX24* in rice leads to compromised growth at reproductive stage of development. Transcriptome analysis of transgenic rice and WT plants under DS and control condition led to identification of several plausible direct or indirect downstream targets of OsHOX24. These results can provide a new dimension to OsHOX24-mediated gene regulation. Altogether, the involvement of *OsHOX24* in abiotic stress responses besides plant development suggests its potential to be used as a promising candidate for crop improvement. In future, *OsHOX24* knock-down/knock-out transgenic lines can be raised to generate abiotic stress-tolerant rice plants.

## Author Contributions

MJ conceived and supervised the whole study. AB and RS performed all the experiments and analyzed data. AB wrote the manuscript. MJ participated in data analysis and writing of the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 http://mapman.gabipd.org/web/guest

2 http://bioinfogp.cnb.csic.es/tools/venny/index.html

## References

[B1] AgalouA.PurwantomoS.ÖvernäsE.JohannessonH.ZhuX.EstiatiA. (2008). A genome-wide survey of HD-Zip genes in rice and analysis of drought-responsive family members. *Plant Mol. Biol.* 66 87–103. 10.1007/s11103-007-9255-717999151

[B2] AlavilliH.AwasthiJ. P.RoutG. R.SahooL.LeeB. H.PandaS. K. (2016). Overexpression of a barley aquaporin gene, *HvPIP2;5* confers salt and osmotic stress tolerance in yeast and plants. *Front. Plant Sci.* 7:1566 10.3389/fpls.2016.01566PMC507320827818670

[B3] ArielF.DietA.VerdenaudM.GruberV.FrugierF.ChanR. (2010). Environmental regulation of lateral root emergence in *Medicago truncatula* requires the HD-Zip I transcription factor HB1. *Plant Cell* 22 2171–2183. 10.1105/tpc.110.07482320675575PMC2929095

[B4] ArielF. D.ManavellaP. A.DezarC. A.ChanR. L. (2007). The true story of the HD-Zip family. *Trends Plant Sci.* 12 419–426. 10.1016/j.tplants.2007.08.00317698401

[B5] BhattacharjeeA.GhangalR.GargR.JainM. (2015). Genome-wide analysis of homeobox gene family in legumes: identification, gene duplication and expression profiling. *PLoS ONE* 10:e0119198 10.1371/journal.pone.0119198PMC435202325745864

[B6] BhattacharjeeA.JainM. (2013). “Homeobox genes as potential candidates for crop improvement under abiotic stress,” in *Plant Acclimation to Environmental Stress*, eds TutejaN.GillS. S. (New York, NY: Springer Science+Business Media), 163–176. 10.1007/978-1-4614-5001-6_7

[B7] BhattacharjeeA.KhuranaJ. P.JainM. (2016). Characterization of rice homeobox genes, *OsHOX22* and *OsHOX24*, and over-expression of *OsHOX24* in transgenic *Arabidopsis* suggest their role in abiotic stress response. *Front. Plant Sci.* 7:627 10.3389/fpls.2016.00627PMC486231827242831

[B8] ChenX.WangY.LvB.LiJ.LuoL.LuS. (2014). The NAC family transcription factor OsNAP confers abiotic stress response through the ABA pathway. *Plant Cell Physiol.* 55 604–619. 10.1093/pcp/pct20424399239

[B9] ChewW.HrmovaM.LopatoS. (2013). Role of homeodomain leucine zipper (HD-Zip) IV transcription factors in plant development and plant protection from deleterious environmental factors. *Int. J. Mol. Sci.* 14 8122–8147. 10.3390/ijms1404812223584027PMC3645734

[B10] CuiM.ZhangW.ZhangQ.XuZ.ZhuZ.DuanF. (2011). Induced over-expression of the transcription factor OsDREB2A improves drought tolerance in rice. *Plant Physiol. Biochem.* 49 1384–1391. 10.1016/j.plaphy.2011.09.01222078375

[B11] CutlerS. R.RodriguezP. L.FinkelsteinR. R.AbramsS. R. (2010). Abscisic acid: emergence of a core signaling network. *Annu. Rev. Plant Biol.* 61 651–679. 10.1146/annurev-arplant-042809-11212220192755

[B12] DansanaP. K.KothariK. S.VijS.TyagiA. K. (2014). OsiSAP1 overexpression improves water-deficit stress tolerance in transgenic rice by affecting expression of endogenous stress-related genes. *Plant Cell Rep.* 33 1425–1440. 10.1007/s00299-014-1626-324965356

[B13] DengX.PhillipsJ.BrautigamA.EngstromP.JohannessonH.OuwerkerkP. B. F. (2006). A homeodomain leucine zipper gene from *Craterostigma plantagineum* regulates abscisic acid responsive gene expression and physiological responses. *Plant Mol. Biol.* 61 469–489. 10.1007/s11103-006-0023-x16830180

[B14] DengX.PhillipsJ.MeijerA. H.SalaminiF.BartelsD. (2002). Characterization of five novel dehydration-responsive homeodomain leucine zipper genes from the resurrection plant *Craterostigma plantagineum*. *Plant Mol. Biol.* 49 601–610. 10.1023/A:101550120530312081368

[B15] EdrevaA.VelikovaV.TsonevT.DagnonS.GurelA.AktasL. (2008). Stress-protective role of secondary metabolites: diversity of functions and mechanisms. *Gen. Appl. Plant Physiol.* 34 67–78.

[B16] FujitaY.FujitaM.ShinozakiK.Yamaguchi-ShinozakiK. (2011). ABA-mediated transcriptional regulation in response to osmotic stress in plants. *J. Plant Res.* 124 509–525. 10.1007/s10265-011-0412-321416314

[B17] GolldackD.LukingI.YangO. (2011). Plant tolerance to drought and salinity: stress regulating transcription factors and their functional significance in the cellular transcriptional network. *Plant Cell Rep.* 30 1383–1391. 10.1007/s00299-011-1068-021476089

[B18] JainM. (2013). Emerging role of metabolic pathways in abiotic stress tolerance. *J. Plant Biochem. Physiol.* 1:108 10.4172/2329-9029.1000108

[B19] JainM.KhuranaJ. P. (2009). Transcript profiling reveals diverse roles of auxin-responsive genes during reproductive development and abiotic stress in rice. *FEBS J.* 276 3148–3162. 10.1111/j.1742-4658.2009.07033.x19490115

[B20] JainM.NijhawanA.AroraR.AgarwalP.RayS.SharmaP. (2007). F-box proteins in rice. Genome-wide analysis, classification, temporal and spatial gene expression during panicle and seed development, and regulation by light and abiotic stress. *Plant Physiol.* 143 1467–1483. 10.1104/pp.106.09190017293439PMC1851844

[B21] JainM.TyagiA. K.KhuranaJ. P. (2006). Over expression of putative topoisomerase 6 genes from rice confers stress tolerance in transgenic *Arabidopsis* plants. *FEBS J.* 273 5245–5260. 10.1111/j.1742-4658.2006.05518.x17116242

[B22] JainM.TyagiA. K.KhuranaJ. P. (2008). Genome-wide identification, classification, evolutionary expansion and expression analyses of homeobox genes in rice. *FEBS J.* 275 2845–2861. 10.1111/j.1742-4658.2008.06424.x18430022

[B23] JangJ. Y.LeeS. H.RheeJ. Y.ChungG. C.AhnS. J.KangH. (2007). Transgenic *Arabidopsis* and tobacco plants overexpressing an aquaporin respond differently to various abiotic stresses. *Plant Mol. Biol.* 64 621–632. 10.1007/s11103-007-9181-817522953

[B24] JohannessonH.WangY.EngströmP. (2001). DNA-binding and dimerization preferences of *Arabidopsis* homeodomain-leucine zipper transcription factors in vitro. *Plant Mol. Biol.* 45 63–73. 10.1023/A:100642332402511247607

[B25] KazanK. (2013). Auxin and the integration of environmental signals into plant root development. *Ann. Bot.* 112 1655–1665. 10.1093/aob/mct22924136877PMC3838554

[B26] KrasenskyJ.JonakC. (2012). Drought, salt, and temperature stress-induced metabolic rearrangements and regulatory networks. *J. Exp. Bot.* 63 1593–1608. 10.1093/jxb/err46022291134PMC4359903

[B27] LiuC.WuY.WangX. (2012). bZIP transcription factor *OsbZIP52*/*RISBZ5*: a potential negative regulator of cold and drought stress response in rice. *Planta* 235 1157–1169. 10.1007/s00425-011-1564-z22189955

[B28] LuoH.SongF.ZhengZ. (2005). Over-expression in transgenic tobacco reveals different roles for the rice homeodomain gene *OsBIHD1* in biotic and abiotic stress responses. *J. Exp. Bot.* 56 2673–2682. 10.1093/jxb/eri26016105854

[B29] ManavellaP. A.ArceA. L.DezarC. A.BittonF.RenouJ. P.CrespiM. (2006). Cross-talk between ethylene and drought signaling pathways is mediated by the sunflower Hahb-4 transcription factor. *Plant J.* 48 125–137. 10.1111/j.1365-313X.2006.02865.x16972869

[B30] MarshallA.AalenR. B.AudenaertD.BeeckmanT.BroadleyM. R.ButenkoM. A. (2012). Tackling drought stress: receptor-like kinases present new approaches. *Plant Cell* 24 2262–2278. 10.1105/tpc.112.09667722693282PMC3406892

[B31] MeijerA. H.de KamR. J.D’ErfurthI.ShenW.HogeJ. H. (2000). HD-Zip proteins of families I and II from rice: interactions and functional properties. *Mol. Gen. Genet.* 263 12–21. 10.1007/PL0000867110732669

[B32] MukherjeeK.BrocchieriL.BürglinT. R. (2009). A comprehensive classification and evolutionary analysis of plant homeobox genes. *Mol. Biol. Evol.* 26 2775–2794. 10.1093/molbev/msp20119734295PMC2775110

[B33] NakashimaK.ItoY.Yamaguchi-ShinozakiK. (2009). Transcriptional regulatory networks in response to abiotic stresses in *Arabidopsis* and grasses. *Plant Physiol.* 149 88–95. 10.1104/pp.108.12979119126699PMC2613698

[B34] ObataT.FernieA. R. (2012). The use of metabolomics to dissect plant responses to abiotic stresses. *Cell. Mol. Life Sci.* 69 3225–3243. 10.1007/s00018-012-1091-522885821PMC3437017

[B35] OlssonA. S. B.EngströmP.SödermanE. (2004). The homeobox genes ATHB12 and ATHB7 encode potential regulators of growth in response to water deficit in *Arabidopsis*. *Plant Mol. Biol.* 55 663–677. 10.1007/s11103-004-1581-415604708

[B36] OsakabeY.OsakabeK.ShinozakiK.TranL. S. P. (2014). Response of plants to water stress. *Front. Plant Sci.* 5:86 10.3389/fpls.2014.00086PMC395218924659993

[B37] OsakabeY.Yamaguchi-ShinozakiK.ShinozakiK.TranL. (2013). Sensing the environment: key roles of membrane-localized kinases in plant perception and response to abiotic stress. *J. Exp. Bot.* 64 445–458. 10.1093/jxb/ers35423307915

[B38] PalenaC. M.GonzalezD. H.ChanR. L. (1999). A monomer-dimer equilibrium modulates the interaction of the sunflower homeodomain leucine-zipper protein Hahb-4 with DNA. *Biochem. J.* 341 81–87. 10.1042/0264-6021:341008110377247PMC1220332

[B39] RayS.DansanaP. K.GiriJ.DeveshwarP.AroraR.AgarwalP. (2011). Modulation of transcription factor and metabolic pathway genes in response to water-deficit stress in rice. *Funct. Integr. Genomics* 11 157–178. 10.1007/s10142-010-0187-y20821243

[B40] SessaG.MorelliG.RubertiI. (1997). DNA-binding specificity of the homeodomain-leucine zipper domain. *J. Mol. Biol.* 274 303–309. 10.1006/jmbi.1997.14089405140

[B41] SharmaE.SharmaR.BorahP.JainM.KhuranaJ. P. (2015). “Emerging roles of auxin in abiotic stress responses,” in *Elucidation of Abiotic Stress Signaling in Plants*, ed. PandeyG. K. (New York, NY: Springer+Business Media), 299–328. 10.1007/978-1-4939-2211-6_11

[B42] SharmaR.PriyaP.JainM. (2013). Modified expression of an auxin-responsive rice CC-type glutaredoxin gene affects multiple abiotic stress responses. *Planta* 238 871–884. 10.1007/s00425-013-1940-y23918184

[B43] SongS.ChenY.ZhaoM.ZhangW. H. (2012). A novel *Medicago truncatula* HD-Zip gene, MtHB2, is involved in abiotic stress responses. *Environ. Exp. Bot.* 80 1–9. 10.1016/j.envexpbot.2012.02.001

[B44] SunL.HuangL.HongY.ZhangH.SongF.LiD. (2015). Comprehensive analysis suggests overlapping expression of rice ONAC transcription factors in abiotic and biotic stress responses. *Int. J. Mol. Sci.* 16 4306–4326. 10.3390/ijms1602430625690040PMC4346958

[B45] TodakaD.ShinozakiK.Yamaguchi-ShinozakiK. (2015). Recent advances in the dissection of drought-stress regulatory networks and strategies for development of drought-tolerant transgenic rice plants. *Front. Plant Sci.* 6:84 10.3389/fpls.2015.00084PMC433230425741357

[B46] TranL. S. P.NakashimaK.SakumaY.OsakabeY.QinF.SimpsonS. D. (2007). Co-expression of the stress-inducible zinc finger homeodomain ZFHD1 and NAC transcription factors enhances expression of the *ERD1* gene in *Arabidopsis*. *Plant J.* 49 46–63. 10.1111/j.1365-313X.2006.02932.x17233795

[B47] TurchiL.BaimaS.MorelliG.RubertiI. (2015). Interplay of HD-Zip II and III transcription factors in auxin-regulated plant development. *J. Exp. Bot.* 66 5043–5053. 10.1093/jxb/erv17425911742

[B48] UranoK.KuriharaY.SekiM.ShinozakiK. (2010). ‘Omics’ analyses of regulatory networks in plant abiotic stress responses. *Curr. Opin. Plant Biol.* 13 132–138. 10.1016/j.pbi.2009.12.00620080055

[B49] ValdésA. E.ÖvernäsE.JohanssonH.Rada-IglesiasA.EngströmP. (2012). The homeodomain-leucine zipper (HD-Zip) class I transcription factors ATHB7 and ATHB12 modulate abscisic acid signalling by regulating protein phosphatase 2C and abscisic acid receptor gene activities. *Plant Mol. Biol.* 80 405–418. 10.1007/s11103-012-9956-422968620

[B50] VermaV.RavindranP.KumarP. P. (2016). Plant hormone-mediated regulation of stress responses. *BMC Plant Biol.* 16:86 10.1186/s12870-016-0771-yPMC483111627079791

[B51] WanL.ZhangJ.ZhangH.ZhangZ.QuanR.ZhouS. (2011). Transcriptional activation of OsDERF1 in OsERF3 and OsAP2-39 negatively modulates ethylene synthesis and drought tolerance in rice. *PLoS ONE* 6:e25216 10.1371/journal.pone.0025216PMC318029121966459

[B52] WangH.WangH.ShaoH.TangX. (2016). Recent advances in utilizing transcription factors to improve plant abiotic stress tolerance by transgenic technology. *Front. Plant Sci.* 7:67 10.3389/fpls.2016.00067PMC474632126904044

[B53] WaniS. H.KumarV.ShriramV.SahS. K. (2016). Phytohormones and their metabolic engineering for abiotic stress tolerance in crop plants. *Crop J.* 4 162–176. 10.1016/j.cj.2016.01.010

[B54] WuQ.LiD.LiD.LiuX.ZhaoX.LiX. (2015). Overexpression of OsDof12 affects plant architecture in rice (*Oryza sativa* L.). *Front. Plant Sci.* 6:833 10.3389/fpls.2015.00833PMC459711926500670

[B55] XueT.WangD.ZhangS.EhltingJ.NiF.JakabS. (2008). Genome-wide and expression analysis of protein phosphatase 2C in rice and Arabidopsis. *BMC Genomics* 9:550 10.1186/1471-2164-9-550PMC261203119021904

[B56] YuH.ChenX.HongY. Y.WangY.XuP.KeS. D. (2008). Activated expression of an *Arabidopsis* HD-START protein confers drought tolerance with improved root system and reduced stomatal density. *Plant Cell* 20 1134–1151. 10.1105/tpc.108.05826318451323PMC2390749

[B57] YuL.ChenX.WangZ.WangS.WangY.ZhuQ. (2013). Arabidopsis *Enhanced Drought Tolerance1*/*HOMEODOMAIN GLABROUS11* confers drought tolerance in transgenic rice without yield penalty. *Plant Physiol.* 162 1378–1391. 10.1104/pp.113.21759623735506PMC3707532

[B58] ZhangS.HaiderI.KohlenW.JiangL.BouwmeesterH.MeijerA. H. (2012). Function of the HD-Zip I gene *OsHox22* in ABA-mediated drought and salt tolerances in rice. *Plant Mol. Biol.* 80 571–585. 10.1007/s11103-012-9967-123109182

[B59] ZhaoY.ZhouY.JiangH.LiX.GanD.PengX. (2011). Systematic analysis of sequences and expression patterns of drought-responsive members of the HD-Zip gene family in maize. *PLoS ONE* 6:e28488 10.1371/journal.pone.0028488PMC322960322164299

[B60] ZhengK.TianH.HuQ.GuoH.YangL.CaiL. (2016). Ectopic expression of R3 MYB transcription factor gene *OsTCL1* in Arabidopsis, but not rice, affects trichome and root hair formation. *Sci. Rep.* 6:19254 10.1038/srep19254PMC472593826758286

[B61] ZouM.GuanY.RenH.ZhangF.ChenF. (2008). A bZIP transcription factor, OsABI5, is involved in rice fertility and stress tolerance. *Plant Mol. Biol.* 66 675–683. 10.1007/s11103-008-9298-418236009

How the deposited data were processed for this re-analysis (not part of the article)

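The data were expression arrays of rice seedlings, 12 in 4 groups of 3: WT and the line H49, each in water or after DS. Every array was assigned to its group from the sample labels before the data were examined. The authors prepared the values by RMA, and the deposited values, 1 per probe set and array, were on the log2 scale and were used without further scaling. Probe sets were joined to genes by the table of gene names supplied with the series, and a gene's recognised name was taken from a reference gene table. Of 15140 genes with a probe set of their own, 627 had more than 1 and were represented by the probe set with the highest mean. Probe sets shared by several genes and those outside the table of gene names were left out of the gene counts.

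Values were fitted with limma 3.58.1 in R 4.3.3, with 1 mean per group over all 12 arrays. The 6 comparisons were DS against control in WT and in H49, H49 against WT without stress, after DS and over both treatments, and the interaction of genotype and treatment. The p-values were adjusted by the Benjamini-Hochberg method over all genes tested, and a gene was called at an adjusted p of at most 0.05 and a fold of at least 2. Gene lists were tested with camera of limma at a preset correlation of 0.01 and with an estimated correlation, and with fry, which asks whether the genes of a list move in 1 direction and compares them with no other genes. The list p-values were adjusted over the 28 lists within each comparison. Tables and figures were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The number of arrays limits the precision: the median standard error was 0.23 on the log2 scale for a comparison of 3 arrays with 3, 0.16 for genotypes over both treatments and 0.32 for the interaction. The fit was tested on simulated data, in which 42 of 50 genes with a 2-fold difference between genotypes over both treatments passed the adjusted p, and camera found the 1 list that had been raised and none of the other 27. Each simulated comparison changed 50 genes at each of 1.5-, 2-, 3- and 4-fold and no others, with independent noise. The share that passes would be higher where more genes differ, such as after DS, and lower where fewer do.

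The comparisons, tests, alternatives and contents of 22 of the 28 lists were set before the data were examined, as loci and word patterns. Since the gene table gives names but few descriptions, the patterns were turned into gene names after the overall counts, the probe sets with the largest changes and the values of *OsHOX24* had been seen, and before the values of any list were. At that step the photosynthesis list was widened to chlorophyll synthesis and breakdown. The lists of sugar transporters, mineral nutrient transporters, metallothioneins, stress-associated zinc finger proteins, circadian clock genes and ER chaperones were added after the data were seen. Genes were named in the text by a rule set in advance: every gene that the paper names for the arrays and *OsHOX22*, whose values in Table S2 had been seen, the 10 genes with the largest rises and the 10 with the largest falls in each genotype among called genes with a recognised name and no overlap between arrays, and up to 4 members of each list. Requiring a recognised name limited the choice to 1740 genes. Genes named outside the rule are marked as chosen after their values were seen.

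Whether the replicate numbers pair the arrays was checked from the correlation, across genes, of their deviations from the group means. Of 18 pairs with the same number, 13 were above 0.1, including all pairs of replicates 2 and 3, and the lowest was -0.20, between arrays of replicate 1, while 10 of 12 arrays correlated best with arrays of their own number. Since not every pair was above 0.1, the numbers were not used as a block in the fit reported first.

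Alternatives covered the test, the fold minimum, the scaling of the arrays, the filter on dim genes, the summary of probe sets, a block for the replicate number and leaving out each array in turn. A one-way F test over the 4 groups, counts over all probe sets, counts over probe sets outside the first run of IDs, and list tests under other scalings were added after the data were seen. A mixture of named genes with unlisted probe sets was considered and dropped after counts of probe sets had been seen. Comparisons of the labels with other divisions of the arrays covered all 10 splits of 3 arrays against 3, and all 200 divisions within both treatments. For the latter a random draw of 100 had been run first, in which the highest count of genes between genotypes was lower than over all 200, and the full set was used after that result had been seen.

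The list of probe sets with shared or cross-hybridizing probes could not be formed because the IDs carry no such mark, and lists for reporter genes and RNA quality were void for lack of probe sets. Lists of late embryogenesis abundant, osmolyte, histone, lipid and resistance genes were planned and were not formed from gene names, although some of their genes, such as *OsLEA3-1* and *LEA1*, carry one. The GO and pathway analyses of the paper were not repeated, and Table S2 was used to find the probe sets of genes that the paper names, to compare its corrected P-values with a one-way F test and to see which runs of IDs it lists.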

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

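The tests of exchanged labels, the replicate number, genetic backgrounds, array scaling and the unusual array were chosen only after the result was seen, as was the count over all 200 divisions, while the tests of dim genes, probe position and the splits of 3 arrays against 3 were set in advance.

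Calls appeared in probe sets that the paper does not discuss. The 7793 probe sets with the lowest IDs, of which the used part of Table S2 lists none, had 932 calls after DS in WT and 850 in H49, and 405 were called the same way in both genotypes. Of the genes, 1571 were called in both genotypes and 2030 in WT. These probe sets were dim, with a median of their mean log2 values of 2.91, against 5.17 for genes and 4.38 for other probe sets without a name. The one-way F test, chosen after the data were seen, gave 1385 up and 2583 down with them and 1350 and 2214 without them. What they added by that test was thus mostly falls. They have no gene in the table of gene names, so what they measure is not known here.

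No gene passed the test between the arrays labelled H49 and those labelled WT. With the replicate number as a block the number over both treatments was still 0, which argues against a batch along the replicate numbers as what hides a difference. Among all 200 divisions of the arrays within the treatments, the one that exchanges WT replicate 1 with H49 replicate 1 in both treatments called 79 genes (56 higher and 23 lower on its H49 side, 121 at any fold), and the next highest called 37, so a mislabelled sample stays open, in the form of an exchange of 4 arrays, while the paper's real-time PCR of the transgene (Figure 1B) speaks for the identity of the line and not for that of single arrays. Of the 79 genes, 24 have another within 10 tested genes along the chromosome, where 1000 random sets had a median of 8 and at most 21, which is consistent with 2 genetic backgrounds among the plants. The tests do not separate exchanged labels from seed of mixed background, and an effect of the transgene too small for these arrays also stays open.

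*OsHOX24* was not higher in the arrays labelled H49. In the division with the most genes its difference over both treatments was -0.14 (95% interval -0.92 to 0.64). Only if the probe set measures the transcript of the construct does this argue against an exchange of labels that hides a 2-fold rise over both treatments. After that value was seen the arrays without stress were tested alone, because the high level after DS (-0.58 there) would hide a small added amount, and gave 0.30 (95% interval -0.80 to 1.40), so an exchange of labels between WT and H49 arrays that hides a rise without stress stays open. The tables hold 0 columns with the place or sequence of its probes, so it cannot be told whether the probes of this probe set lie outside the open reading frame in the construct. A low level of the transgene transcript in these seedlings stays open and was not tested.

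More genes fell than rose after DS in both genotypes. Without WT_DS replicate 1 the share that fell in WT was 57.9%, against 63.2% with all arrays, and among the brighter genes it was 60.2% (60.8% in H49). Neither that array nor dim genes near the background thus account for the whole excess, though either may add to it. Among the dimmer genes the share was 72.0% in WT and 72.4% in H49. With each array centred on its median it was 41.3%, but centring shifts all genes of an array alike and moved the median change of all genes from -0.06 to 0.14, further from 0, and with quantile normalization it was 51.5%. The scaling of the arrays and a true fall of many transcripts after DS therefore cannot be told apart.

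Whether other splits of the arrays give as many calls was counted for each comparison. For DS in WT 1 of 10 splits called as many genes (2030, against 1 in the highest other split), and for DS in H49 1 of 10 (2205, against 0). For H49 against WT without stress 10 of 10 splits called at least as many (0 in the labelled split, 26 in the highest other), and after DS 10 of 10 (0 and 0). For lists after DS the labelled split was 1 of 10 in WT (11 lists, highest other 5) and 1 of 10 in H49 (8 lists, highest other 7). With 10 splits none of these shares can fall under 0.05, and where the labelled count is 0 every split gives as many. Of 200 divisions, all 200 gave at least as many genes as the labelled one for the interaction (0, highest other 121) and all 200 for H49 against WT over both treatments (0, highest other 79), which a labelled count of 0 fixes and which decides nothing about chance. The division that calls 79 genes has replicates 1, 2 and 3 on each side, and points to a structure of the samples that the labels do not describe. The division that calls 37 sets all arrays of replicate 2 against all arrays of replicate 3, so it also follows the replicate numbers of the labels. For the share of raised genes with a larger response on 1 side, 164 of 200 divisions gave at least the labelled 55.6% (highest other 80.5%), so chance is not excluded for that share.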

How the results depend on the processing

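The one-way F test, the counts over probe sets and the list tests under other scalings were chosen only after the data were seen. Over named genes, 6789 of 7158 values under alternatives kept their direction and side of the threshold, 300 were weaker, 69 stronger and 0 reversed. Over lists, 1002 of 1064 did, 37 were weaker, 25 stronger and 0 reversed. Counts are given as genes up and down, first for WT_DS and then for H49_DS. With no fold minimum they were 1401 and 2610, then 1436 and 2673, with 1038 and 2016 shared, 33 and 23 shared TF genes, and 1087 of 2315 raised genes lower in H49. With a fold of at least 1.5 they were 1328 and 2492, then 1349 and 2568, with 982 and 1925 shared and 678 of 1512 raised genes lower. Over all probe sets of the array they were 1490 and 3170, then 1527 and 3408, with 1105 and 2008 shared and 707 of 1588 lower. Over probe sets outside the first run of IDs they were 1512 and 2416, then 1549 and 2731, with 1134 and 1741 shared and 689 of 1552 lower. These settings admit more genes or test more probe sets by construction. The t-test that the methods name for experiments in general, with Benjamini-Hochberg adjustment, gave 209 and 216 in WT_DS and 752 down in H49_DS, with 173 and 138 shared and 5 and 4 shared TF genes. With arrays centred on the median of all genes 774 fell in WT, 885 in H49 and 581 in both, and 9 TF genes fell in both. Between H49 and WT, without stress and after DS, the moderated F test passed 10 and 19 genes, the unadjusted t-test 6 and 11, and the one-way F test 7 and 7, and the other settings gave 0. The lists past camera were 1 in WT_DS and 1 in H49_DS with an estimated correlation, and fry, which compares a list with no other genes, passed 15 in WT_DS and 13 in H49_DS. Without stress H49 and WT differed in 2 lists with the dimmer genes left out, 1 with the replicate block and 1 with centred arrays, and after DS in 3 with the dimmer genes left out and 0 with an estimated correlation, fry or quantile normalization. The cause of the changes in the t-test, scaling and list settings was not tested. Leaving out each array in turn gave 670 to 873 up and 1095 to 1485 down in WT_DS, 764 to 818 and 1228 to 1545 in H49_DS, 554 to 668 and 832 to 1001 shared, 16 to 19 and 11 to 16 shared TF genes, and 9 to 12 lists in WT_DS and 7 to 10 in H49_DS. For H49 against WT lists numbered 0 to 3 without stress (3 without H49_CT replicate 1, 1 without WT_CT replicate 2), 0 to 3 after DS (0 without WT_DS replicate 1, 3 without WT_DS replicate 3, 2 without WT_DS replicate 2 or H49_DS replicate 3), 0 to 3 over both treatments (3 without H49_DS replicate 2, 2 without WT_CT replicate 1, H49_CT replicate 1 or WT_DS replicate 2, 1 without WT_DS replicate 3) and 0 to 1 for the interaction (1 without WT_CT replicate 2 or WT_DS replicate 2). Of 735 to 844 raised genes 279 to 544 were lower in H49, with a median difference from -0.11 to 0.12, where the reversal and the value of 544 came without WT_DS replicate 1. Without that array 2072 genes were called in WT_DS, 1742 of them among the 2030 called with all arrays. The replicate block ended the WT_DS calls of the brassinosteroid and stress-associated zinc finger lists (0.056 each), brought calls of the heat shock list in H49_DS (0.029) and of *OsTPP1* (0.018) and *LAC20* (0.036) in WT_DS, and changed no other call of a named gene or of a list after DS. The alternative without shared probe sets was not run. Whether dim signal near the background limits calls was not tested. In WT_DS 517 of the dimmer genes were called and 1513 of the brighter ones.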

Differences from the paper's values

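The one-way F test over the 4 groups was chosen only after the data were seen. The counts of the paper and those here share the thresholds of a fold of at least 2 and a corrected p of at most 0.05, but the paper counts over its whole annotation and the TF counts here cover only the genes with a recognised name. A value is called within range where the larger of it and the paper's value is at most 1.5 times the smaller.

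For TF genes called in both genotypes under DS the paper's value is 158 and the value here is 34. For TF genes in H49 alone the paper's value is 39 against 10 here, and in WT alone the paper's value is 23 against 7. None of the 25 alternatives set before the data were examined brought any of these within the range of the paper's values: they gave 9 to 56 in both, 5 to 17 in H49 alone and 2 to 15 in WT alone. The paper gives TF genes as about 7% of the differentially expressed genes, and here 12% of the called genes with a recognised name were TF genes, a share over another set of genes that was not computed under the alternatives.

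For genes up in both genotypes the paper's value is about 950 in Figure 5A, read by eye, and the value here is 616. The values were within range with the moderated F test over the 4 groups (636), no fold minimum (1038), a fold of at least 1.5 (982), without WT_CT replicate 1 (634), without WT_DS replicate 1 (668), with quantile normalization and with centred arrays (858), and not under the other alternatives set before the data were examined. Of those chosen after, counts over all probe sets (1105) and over probe sets outside the first run of IDs (1134) were within range, as were those of the one-way F test over the same probe sets (1043 and 1029), while that test over genes (545) was not. For H49 against WT without stress the paper's value is about 10 in Figure 5A, read by eye, and the value here is 0. Of the alternatives set before the data were examined, the moderated F test, which passes on any difference among the 4 groups, gave 10 and was within range, and the others were not, the unadjusted t-test giving 6. The one-way F test, chosen after seeing the values, gave 7 over genes and was within range, but over all probe sets it gave 23 up and 22 down and outside the first run of IDs 8 and 8, which were not. Over all probe sets its adjusted p equals the corrected P-value of all 1993 entries of Table S2 that match 1 probe set, at 2 decimals.

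The paper describes genes as differentially regulated in the transgenic line against WT, whereas limma called 0 genes between H49 and WT without stress and 0 after DS, with 290 and 733 at an unadjusted p under 0.05. The paper describes many stress genes as raised less in the transgenics. Here 343 of 772 raised genes rose less in H49, or 544 of 844 without WT_DS replicate 1. Of the 5 genes that the paper tested by real-time PCR, 4 had a smaller log2 fold change in H49, in the direction the paper describes: the MYB gene LOC_Os05g37060 with a difference of -1.5, *NAC077* of -1.17, *OsFBX257* of -0.75 and *OsDREB2A* of -0.13 (standard error 0.33), while the IAA-amino acid hydrolase gene had 0.45. No difference among these genes passed the interaction test of limma. In water H49 minus WT was 1.09 for the MYB gene, 0.76 for *NAC077*, 0.64 for *OsFBX257*, 0.40 for *OsDREB2A* and -0.09 for the hydrolase gene. After DS it was -0.41, -0.41, -0.12, 0.27 and 0.36, and none of these passed limma. The smaller responses of the 4 genes thus came in large part from higher values of H49 in water, and *OsDREB2A* was not lower in H49 after DS. The paper reports a higher level of the transgene in H49 by real-time PCR (Figure 1B), and on the arrays *OsHOX24* differed by -0.39 between H49 and WT without stress (95% interval -1.57 to 0.78). The sign of that difference rests on WT_CT replicate 1 (5.61), without which the mean of WT_CT lies below that of H49_CT.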

Other observations

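The comparison across treatments, the gene *BADH2*, and the lists of sugar transporters, mineral nutrient transporters, metallothioneins, stress-associated zinc finger proteins, clock genes and ER chaperones were chosen only after the data were seen, and the other lists were set in advance.

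Several sugar transporter genes rose after DS. Of 16 genes, 4 rose and 1 fell in WT and 5 and 1 in H49 (4 and 1, and 5 and 2, adjusted over the list alone), among them *OsSWEET16* (2.97 in WT and 2.68 in H49 on the log2 scale), *OsSWEET13* (1.16 and 1.80) and the sucrose transporter gene *OsSUT2* (1.31 and 1.25), while the maltose exporter gene *MEX1* fell (-1.01 and -1.53). The list was higher than other genes by camera (adjusted p = 0.0021 in WT and 0.0023 in H49, or 0.098 and 0.095 with an estimated correlation). Of 14 aquaporins, 1 rose and 3 fell in each genotype (2 and 3 in H49 adjusted over the list alone). *OsTIP1;2* of the vacuole membrane rose (2.69 and 2.54), and the silicon channel gene *Lsi6* (-1.74 and -1.70) and *NIP1-1* (-1.64 and -1.33) fell. The aquaporin list did not pass camera (0.91 in WT and 0.77 in H49), and with centred arrays 1 rose and 3 fell in WT and 4 and 3 in H49.

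Jasmonate genes included 3 rises and 1 fall among 21 in WT and 4 and 1 in H49, the same adjusted over the list alone. *JAZ11*, a repressor of the response (2.33 in WT and 2.36 in H49), and the synthesis gene *OsOPR1* (1.71 and 1.57) rose, and *OsJAR1*, which conjugates jasmonate, fell (-1.26 and -1.19). The list had a camera adjusted p of 0.17 in WT and 0.18 in H49, and of 0.043 in H49 without H49_CT replicate 3. Of 36 cytokinin and gibberellin genes, 4 rose and 2 fell in WT and 3 and 2 in H49, the same adjusted over the list alone, led by the gibberellin synthesis gene *GA20OX3* (2.51 in H49) and the cytokinin activation gene *LOGL10* (-1.43 in WT and -1.26 in H49). Its camera adjusted p was 0.25 in WT and 0.17 in H49, or 0.044 and 0.028 with the dimmer genes left out, and with centred arrays 6 rose and 1 fell in WT and 7 and 1 in H49.

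Of 86 mineral nutrient transporters, 6 rose and 10 fell in WT (6 and 11 adjusted over the list alone) and 5 and 12 in H49. The metal transporter genes *MTP7* (2.34 in WT and 2.46 in H49) and *HMA2* (2.12 and 1.55) and the potassium transporter gene *HAK27* (1.92 and 1.83) rose. *OsPHO1;3* fell in its brighter probe set (-1.34 and -1.97), and its other probe set was at 0.13 and -0.31. Camera gave 0.39 in WT and 0.18 in H49, and with centred arrays 9 rose and 6 fell in WT and 8 and 9 in H49. Of 5 metallothionein genes, 1 rose and 1 fell in WT and 2 and 1 in H49 (camera 0.26 and 0.29): *MT2A* (1.49 and 1.09) rose, *MT2C* (-1.24 and -1.23) fell, and *MT4A* rose in H49 (1.76, with 0.93 in WT).

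Stress-associated zinc finger genes were higher than others by camera in WT (adjusted p = 0.046, or 0.35 with an estimated correlation) and in H49 (0.047, or 0.32), the call in WT being lost with the replicate number as a block (0.056), but no gene of the 8 reached a fold of 2, the largest, named after the values were seen, being *OsSAP6* (0.73 and 0.99). In WT the list missed the threshold without WT_CT replicate 2 (0.11) or 3 (0.058) and without WT_DS replicate 2 (0.077) or 3 (0.068), and in H49 with the dimmer genes left out (0.067), without H49_CT replicate 1 (0.076) or 2 (0.086) and without H49_DS replicate 3 (0.11). Of 25 ER chaperones and folding genes 4 fell in WT and 2 in H49 (camera 0.25 and 0.91), or 1 fell in WT and 1 rose in H49 with centred arrays. *OsPDIL1-4* fell in both (-1.24 and -1.09), and *BIP1* fell in WT in its brighter probe set (-1.09), with 0.11 in the other. This list was the only one past camera between H49 and WT after DS (adjusted p = 0.034, or 0.99 with an estimated correlation). No gene of the 6 in the clock list reached a fold of 2 (camera 0.89 in WT and 0.96 in H49), the largest, named after the values were seen, being *DTH7* (-0.86 and -0.84). Of 6 root markers, the silicon exporter gene *Lsi2* fell (-1.81 and -1.34), and others such as *OsTIP2;2* (-0.29 and -0.18) did not pass (camera 0.69 and 0.92).

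In the division that exchanges WT replicate 1 with H49 replicate 1, 50 genes chosen on the arrays of seedlings in water alone differed in the same direction after DS for 48 of 50, with a mean difference of 1.43 (highest of the other divisions on these genes 0.68), and 50 genes chosen after DS differed in water for 49 of 50 with a mean of 1.71 (0.70 on these genes). Other divisions did so for most of 50 genes chosen on each of them: exchanging WT replicate 2 with H49 replicate 3 gave 45 of 50 (mean 0.51) and 47 of 50 (1.07), and exchanging WT replicate 3 with H49 replicate 2 gave 40 of 50 (0.38) and 46 of 50 (0.73). By the labels 28 of 50 did in each case, with means of 0.08 and 0.09. Exchanging WT replicate 2 with H49 replicate 3, or WT replicate 3 with H49 replicate 2, sets all arrays of replicate 2 against all of replicate 3. Those divisions thus also follow the replicate numbers. *BADH2*, whose loss of function gives fragrant rice, had log2 values in replicates 1, 2 and 3 of 8.17, 6.10 and 6.37 in WT_CT, 6.51, 7.55 and 8.20 in H49_CT, 7.79, 5.69 and 5.78 in WT_DS and 5.76, 7.62 and 7.50 in H49_DS. WT replicates 2 and 3 and H49 replicate 1 thus lay between 5.69 and 6.51, and the other arrays between 7.50 and 8.20. That is the division with WT replicate 1 and H49 replicate 1 exchanged, and not the labelled one. As the gene was chosen after its values were seen, it is no separate test of that division. Nor is the agreement across treatments, since that division was picked by its count of genes over the arrays of both treatments.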
